# Dasatinib demonstrates efficacy in organoid derived paclitaxel-resistant *Trp53/Cdh1-*deficient mouse gastric adenocarcinoma with peritoneal metastasis

**DOI:** 10.1186/s13619-025-00232-2

**Published:** 2025-04-29

**Authors:** Wenshuai Liu, Lingmeng Li, Leilei Guo, Haojie Li, Zhaoqing Tang, Xuefei Wang, Liyu Huang, Yihong Sun

**Keywords:** Mouse model, Peritoneal metastasis, Diffused gastric cancer, ECM‒receptor interaction, Paclitaxel resistance

## Abstract

Gastric cancer peritoneal metastasis (GCPM) typically indicates a poor clinical prognosis and is frequently observed in diffuse gastric cancer (GC) patients with *CDH1* loss of function. GCPM characterized for its aggressiveness and resistance to chemotherapy, most notably paclitaxel (PTX), poses significant treatment challenges. Previously, no mouse gastric adenocarcinoma (MGA) cell lines with *Trp53* (encoding mouse p53) and *Cdh1* (encoding mouse E-cadherin) mutations and a high potential for peritoneal metastasis in mice have been established. Here, we derived a mouse GC cell line, called MTC, from subcutaneously transplanted mouse *Trp53*^*−/−*^*Cdh1*^*−/−*^ GC organoids. Through matching the short tandem repeat profile of MTC with those in current cell banks, we verified the uniqueness of MTC. Furtherly, we confirmed the features of MTC by detecting the expression of p53, E-cadherin, and pan-CK. After long-term exposure of the original MTC line to PTX, we developed a more aggressive, PTX-resistant cell line, termed MTC-R. Compared with MTC, MTC-R demonstrated enhanced tumorigenicity and high potential for peritoneal metastasis in subcutaneous and intraperitoneal tumour models both in BALB/c nude mice and C57BL/6 J mice. Transcriptome analysis revealed the ECM‒receptor interaction pathway activation during the development of PTX resistance, and dasatinib (DASA) was identified as a potential drug targeting this pathway. DASA showed promise in ameliorating disease progression and improving overall survival in MTC-R GCPM model in C57BL/6 J mice. Overall, we established a novel MGA cell line with *Trp53* and *Cdh1* mutations and its PTX-resistant variant and demonstrated the efficacy of DASA in treating PTX-resistant GCPM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-025-00232-2.

## Background

Gastric cancer (GC) is defined as a primary malignant epithelial tumour originating from the stomach and is characterized by complexity and heterogeneity. Despite declining trends in incidence and mortality in some countries over recent decades, GC remains the third most common cancer in terms of both incidence and mortality in China. Globally, it accounts for nearly 44.0% of new GC cases and is responsible for 48.6% of GC-related deaths (Sung et al. 2021). In China, a significant proportion of new GC cases are diagnosed at advanced stage. Approximately 15% of newly diagnosed GC patients exhibit peritoneal metastasis (PM), and among those who undergo curative surgery, 50% experience recurrence with peritoneal spread (Allemani et al. 2018; Yonemura et al. 2006). Gastric cancer peritoneal metastasis (GCPM) is associated with a poor prognosis, often leading to death within 6 months of diagnosis (Mizrak Kaya et al. 2018). GC patients diagnosed with PM during the perioperative stage derive limited benefits from current antitumour therapy (Newhook et al. 2019; Saito et al. 2015; White et al. 2020). Thus, there is an urgent need to elucidate the molecular mechanisms underlying GCPM and explore new therapeutic strategies for these patients.

Many newly developed drug candidates have shown effectiveness in preclinical tests in immunodeficient mouse models, but fewer than 10% have been successfully applied in the clinic. In contrast to conventional chemotherapy, immunotherapy-based regimens usually lack a suitable preclinical mouse model for efficacy research. Spontaneous GC mouse models established via methods such as *N*-methyl-*N*-nitrosourea (MNU) drinking, *Helicobacter pylori* infection, or genetic engineering technology also have limitations, including time consumption (typically over 8 months) and the absence of PM (Han et al. 2002; Li et al. 2023). Organoids, which mimic parent tumour, and immune cell coculture systems represent a promising platform that is widely used for drug screening in immunotherapy. However, these coculture systems lack a complex tumour microenvironment and cannot be used to comprehensively evaluate drug efficacy in vivo (Gronholm et al. 2021; Magre et al. 2023). Therefore, establishing a transplanted GC tumour mouse model, especially a PM model in immunocompetent mice, would greatly facilitate the screening of targeted drugs and immunotherapeutic regimens for GC.

Yamamoto has developed stomach adenocarcinoma cell lines from C57BL/6 J mice induced by MNU in the drinking water (Yamamoto et al. 2018). These mouse GC cell lines have distinct tumorigenicity in terms of lung metastasis and intra-abdominal metastasis, characterized by a *Trp53* (encoding mouse p53) loss-of-heterozygosity background. According to the molecular classification of GC, subtypes with *CDH1* (encoding human E-cadherin) mutations are commonly associated with a poor prognosis (Cancer Genome Atlas Research, 2014; Cristescu et al. 2015). *CDH1* mutations uniquely occur in sporadic diffuse-type gastric cancer (DGC), which is particularly prone to PM and is associated with a poor prognosis.(Totoki et al. 2023) Recent advances in chemotherapy and chemoimmunotherapy in GCPM revealed that nonresponder patients presented increased frequencies of *TP53* (encoding human p53) and *CDH1* variations (Wang et al. 2020; Yu et al. 2024). Paclitaxel (PTX) is widely used in GCPM, yet screening drugs after PTX resistance occurs poses significant challenges. Hence, there is an urgent need to establish a mouse GC cell line with *Trp53* and *Cdh1* mutations and resistance to PTX.

Organoids, which represent an intermediate state between tissues and individual cells, have proven valuable for this purpose. Li et al. (2020) successfully established a colon signet ring cancer cell line derived from organoids, which inspired us. In our study, normal wild-type epithelial gastric organoids were previously isolated from *Trp53*^*flox/flox*^*;Cdh1*^*flox/flox*^*;Mist1*-CreER mice and induced to establish mouse GC organoids in vitro. We successfully isolated an expandable mouse gastric adenocarcinoma (MGA) cell line with loss of expression or function of *Trp53* and *Cdh1* from mouse GC organoid subcutaneous transplanted tumours. Furthermore, we enhanced the invasiveness of tumour cells by inducing resistance to PTX. We also assessed the tumorigenicity of the cell lines via a subcutaneous (s.c.) tumour model and an intraperitoneal (i.p.) model in BALB/c nude mice and C57BL/6 J mice. Finally, we investigated the mechanism underlying the discrepancy in PM potential between cells and revealed that dasatinib (DASA) tends to alleviate GCPM disease progression in a preclinical model.

## Results

### Isolation of cells derived from *Trp53/Cdh1*-deficient organoid-derived subcutaneous tumour

The process of establishing an organoid-transplanted s.c. tumour-derived MGA cell line is shown in Fig. 1A. Normal wild-type (WT) gastric epithelial organoids were isolated from *Trp53*^*flox/flox*^*;Cdh1*^*flox/flox*^*;Mist1*-CreER C57BL/6 J mouse and induced into *Trp53*^*−/−*^*Cdh1*^*−/−*^ (*tc*^*−/−*^) mouse GC organoids ex vivo. During this process, the WT organoids lost their large cystic glandular structures and tended to grow in solid cell clusters in *tc*^*−/−*^ organoids (Fig. 1B). Organoids were s.c. inoculated in the right flank of BALB/c nude mice. When the tumour volume reached 200 mm^3^, the s.c. tumours were harvested and digested into single cells. Through stepwise culture, the tumour cells got rid of the dependence on growth factors and the organoid niche. The tumour cells demonstrated as “fried egg” morphology and proliferated as individual cells resembling cell lines in 2D culture. Finally, the MGA cell line with *Trp53* and *Cdh1* mutations, namely MTC, was established through monoclonal selection (Fig. 1B).

**Fig. 1:**
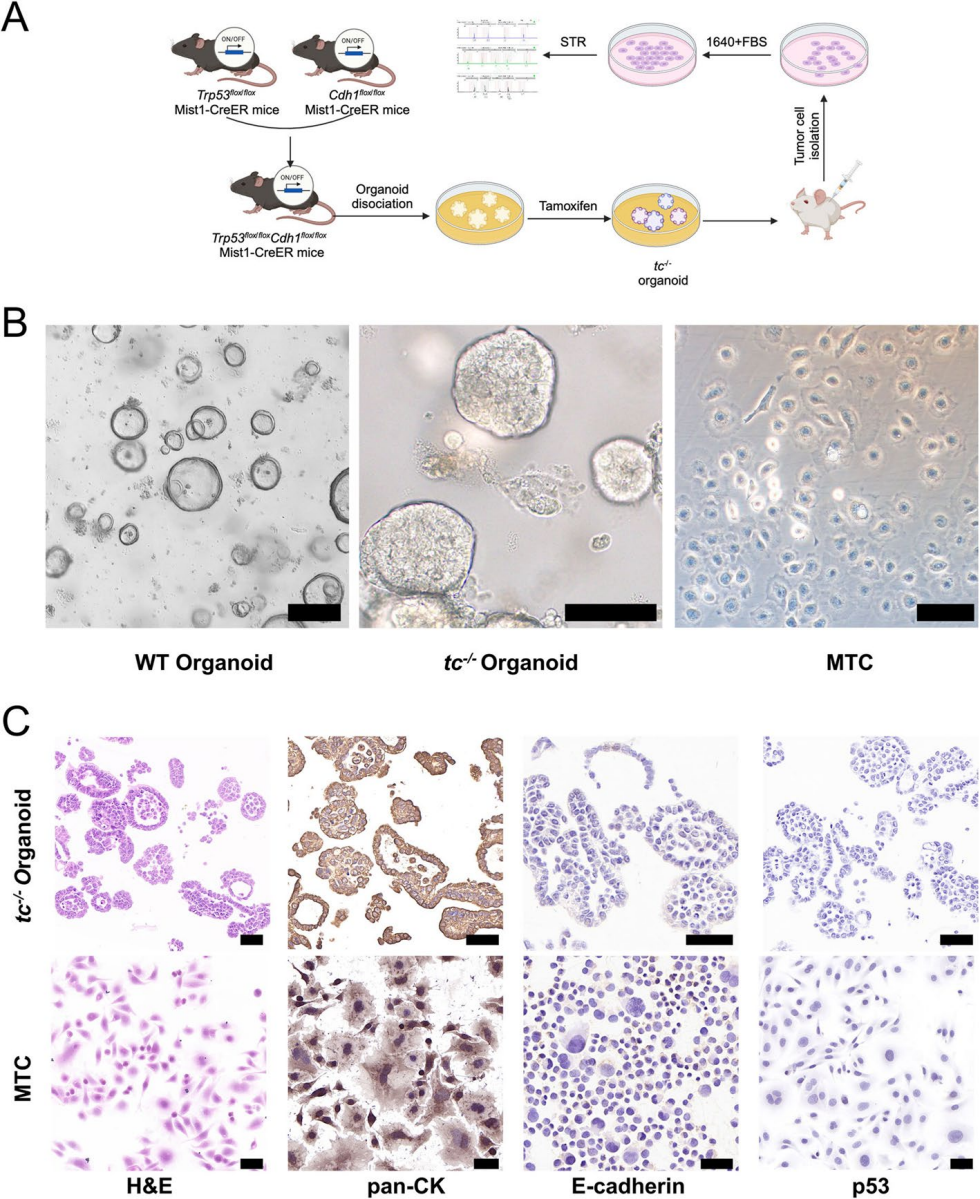
Generation and characterization of mouse gastric adenocarcinoma cells derived from organoids. **A** Schematic diagram of the method used to establish the mouse gastric adenocarcinoma cell line derived from *tc*^*−/−*^ organoids. **B** Microscopic morphology of WT organoids (scale bar, 400 μm), *tc*^*−/−*^ organoids (scale bar, 400 μm), and MTC cells (scale bar, 20 μm). **C** Representative H&E and IHC staining for pan-CK, E-cadherin, and p53 in the *tc*^*−/−*^ organoid and MTC cell lines. Scale bar, 50 μm. WT: Wild-type gastric epithelial organoid; *tc*^*−/−*^: mouse gastric cancer *Trp53*^*−/−*^*Cdh1*^*−/−*^ organoid

Concurrently, similarity between MTC cells and *tc*^*−/−*^ organoids was also verified. The *tc*^*−/−*^ organoids exhibited an incomplete glandular structure, with cells showing multiple layers and atypia. H&E staining revealed that the MTC cells presented large nucleoli, intense staining, abnormal mitosis, and cell atypia (Fig. 1C). IHC assays revealed that both *tc*^*−/−*^ organoids and MTC cells were strongly positive for pan-CK, an epithelial-derived biomarker, indicating that their glandular epithelium originated. The expression of both E-cadherin and p53 was obviously detected in WT organoids (Fig. S1A), while absent in *tc*^*−/−*^ organoids and MTC cells (Fig. 1C). The WB and Sanger sequencing results verified the loss of *Trp53* or *Cdh1* in MTC cells and *tc*^*−/−*^ organoids (Fig. S1B, C). We further demonstrated the biological function of p53 protein in MTC cells. Nutlin-3, an inhibitor of p53 degradation, effectively suppresses p53 wild-type cancer cells by interfering with the degradation of p53.(Yan et al. 2018) Cell viability assay revealed that Nutlin-3 had no effect on MTC cells (Fig. S1D), which demonstrated that p53 loss of function occurred in MTC. The uniqueness of the MTC cells was also confirmed through STR profiling (detailed information is provided in Table S3). The STR profiles of MTC cells were compared against STR data from the ATCC, DSMZ, JCRB, and RIKEN databases, and there were no matches with the cell lines listed in these cell banks, confirming the uniqueness of the MTC cells. These results revealed that we established a novel MGA cell line, MTC, which originated from *tc*^*−/−*^ organoids and harbours both *Trp53* and *Cdh1* mutations.

### Establishment of paclitaxel-resistant MTC cells

PTX is widely used in various systemic or intraabdominal perfusion chemotherapies for GC, especially in the context of GCPM. However, selecting alternative drugs after PTX resistance represents a significant challenge in GCPM treatment. To investigate the mechanism and drug selection following PTX resistance, we generated a PTX-resistant MTC cell line, called MTC-R, by exposing the cells to PTX for more than 30 cycles (Fig. 2A), resulting in increased IC_50_ values ranging from 1.794 nM to 22.820 nM (Fig. 2B). The IC_50_ value of MTC-R was 12.720 times greater than that of MTC. Along with the occurrence of PTX resistance, MTC-R exhibited a spindle cell structure morphology (Fig. S1E). Consistently, compared with MTC cells, MTC-R cells also had significantly greater potential for proliferation (Fig. S1F). In vivo experiments revealed that the tumour volume (*P* < *0.001*) (Fig. 2C, D) and tumour weight (*P* < *0.001*) (Fig. 2E) in the MTC-R group were significantly higher than those in the MTC group in the s.c. BALB/c nude mouse model. The tumorigenicity of MTC and MTC-R cells in immune-competent mice, wild-type C57BL/6 J mice, was also assessed. Similarly, the MTC-R group presented a larger tumour size (*P* < *0.001*) (Fig. 2F, G) and greater tumour weight (*P* < *0.001*) (Fig. 2H) than those in the MTC group, demonstrating comparable robust malignancy potential in MTC-R. The mice bodyweight showed steady increased tandency, exhibited no significant difference between MTC and MTC-R group both in BALB/c nude and C57BL/6 J mice (Fig. S2A, B). Here, we established a PTX-resistant MGA cell line, MTC-R, derived from MTC. Both MTC and MTC-R showed differential potential for oncogenicity in s.c. immunodeficient and immune-competent mouse models. Moreover, we found that MTC-R exhibited strong malignant potential.

**Fig. 2:**
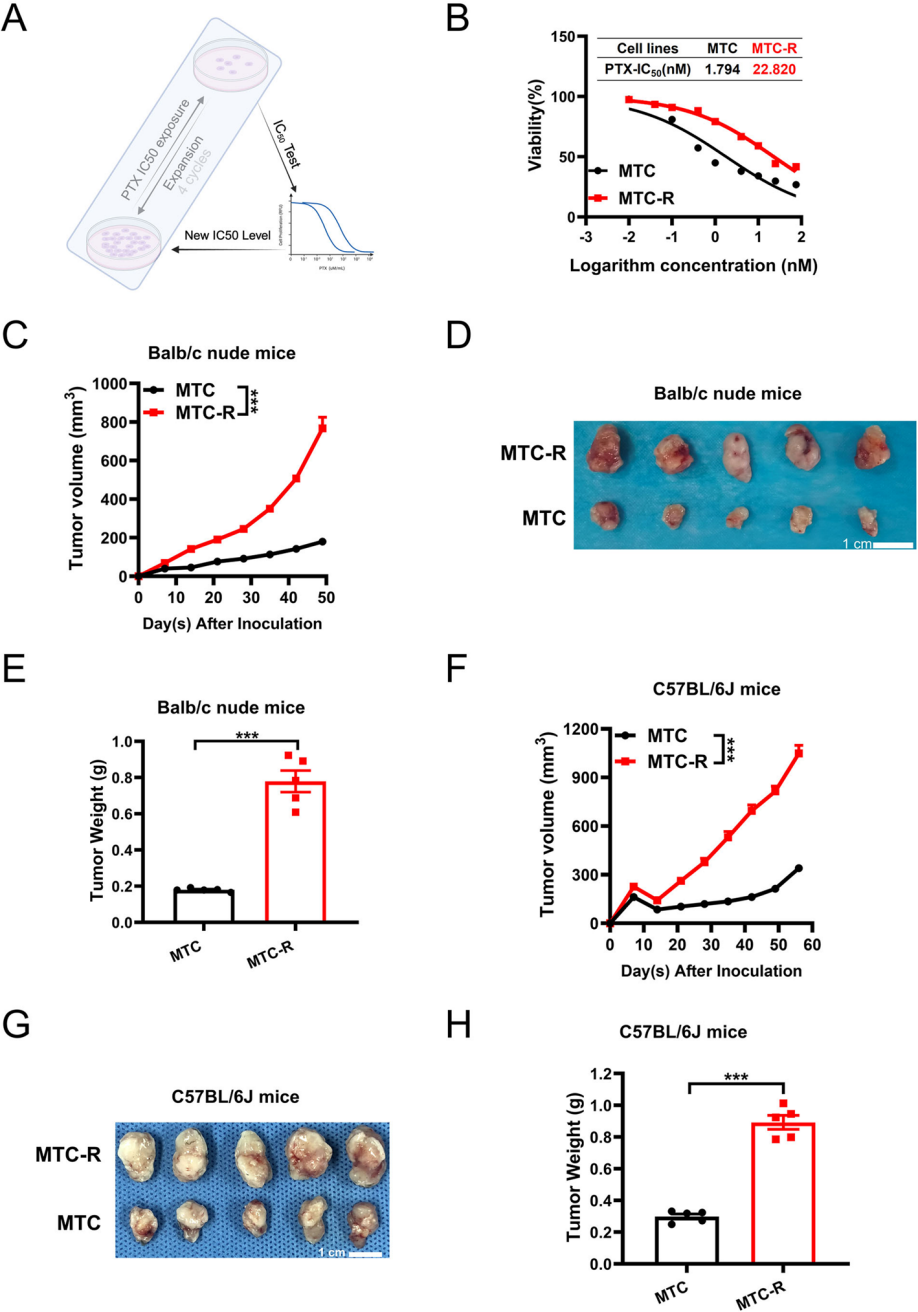
Generation of paclitaxel-resistant MTC (MTC-R) cells and their oncogenic features in a subcutaneous tumour model. **A** Schematic diagram of the establishment of a PTX-resistant MTC cell line named MTC-R. **B** IC_50_ values of MTC and MTC-R cells. **C** Curves of tumour volume in s.c. BALB/c nude mice. **D** Gross images of tumours after tumour resection at the endpoint of the experiment in the s.c. BALB/c nude mouse model. **E** Tumour weight in s.c. BALB/c nude mice at the endpoint of the experiment. **F** Curves of tumour volume in s.c. C57BL/6 J mice. **G** Gross images of tumours after tumour resection at the endpoint of the experiment in the s.c. C57BL/6 J mouse model. **H** Tumour weights of s.c. C57BL/6 J mice at the endpoint of the experiment. The data are shown as the mean ± SEM. ***: *P* < *0.001*; ns: not significant

### MTC-R cell exhibited enhanced tumorigenicity in intraperitoneal metastasis tumour mouse model

PM represents the most frequent form of recurrence or metastasis in GC patients and is associated with dismal outcomes (Thomassen et al. 2014). To comprehensively evaluate the PM potential of our cell lines, we established i.p. models and monitored the abdominal manifestations in BALB/c nude mice (Fig. 3A) and C57BL/6 J mice (Fig. 4A). In the i.p. BALB/c nude mouse model, the purtenance and mesentery was clear and no visible tumor was found on day 21 in negative control group, which was confirmed by H&E staining; no visible i.p. metastatic tumours had formed on day 21 in the MTC group, and until 35 days, solid tumours (yellow arrow) in the mesentery and mild localized intestinal dilation were also observed (Fig. 3B). However, in the MTC-R group, diffuse PM lesions (yellow arrow) were clearly observed in the mesentery on day 21, accompanied by localized intestinal obstruction due to the PM (red arrow), which was confirmed by H&E staining (Fig. 3B). Additionally, MTC-R PM model mice presented significantly lower body weight (Fig. 3C) and shorter overall survival (Fig. 3D) than those in MTC PM model mice.

**Fig. 3:**
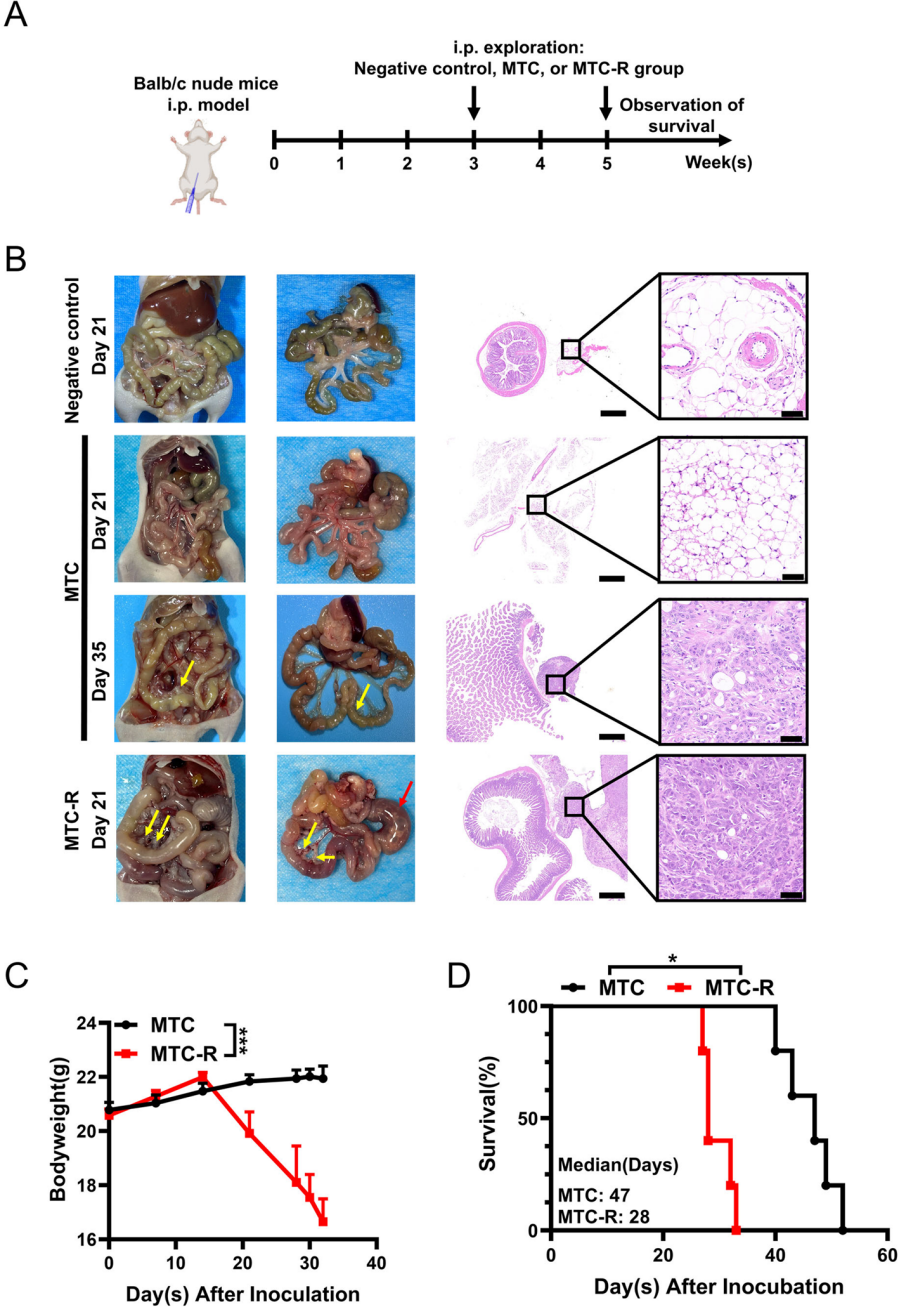
MTC-R cells exhibited enhanced tumorigenicity and aggressiveness in peritoneal metastasis tumour models in BALB/c nude mice. **A** Experimental scheme of the MTC and MTC-R i.p. model in BALB/c nude mice. **B** In the MTC group, obvious intra-abdominal metastasis was observed on day 21, whereas numerous peritoneal metastases (yellow arrow) were detected on day 35 after intraperitoneal inoculation in the MTC group. Mesenteric metastasis (yellow arrow) and intestinal obstruction (red arrow) were observed on day 21 after intraperitoneal inoculation in the MTC-R group. The scale bar of H&E staining was 500 μm (left) and 50 μm (right). **C** The body weights of the MTC and MTC-R i.p. model mice. **D** Overall survival significantly differed between the MTC and MTC-R i.p. models. The data are shown as the mean ± SEM. ***: *P* < *0.001*; *: *P* < *0.05*

**Fig. 4:**
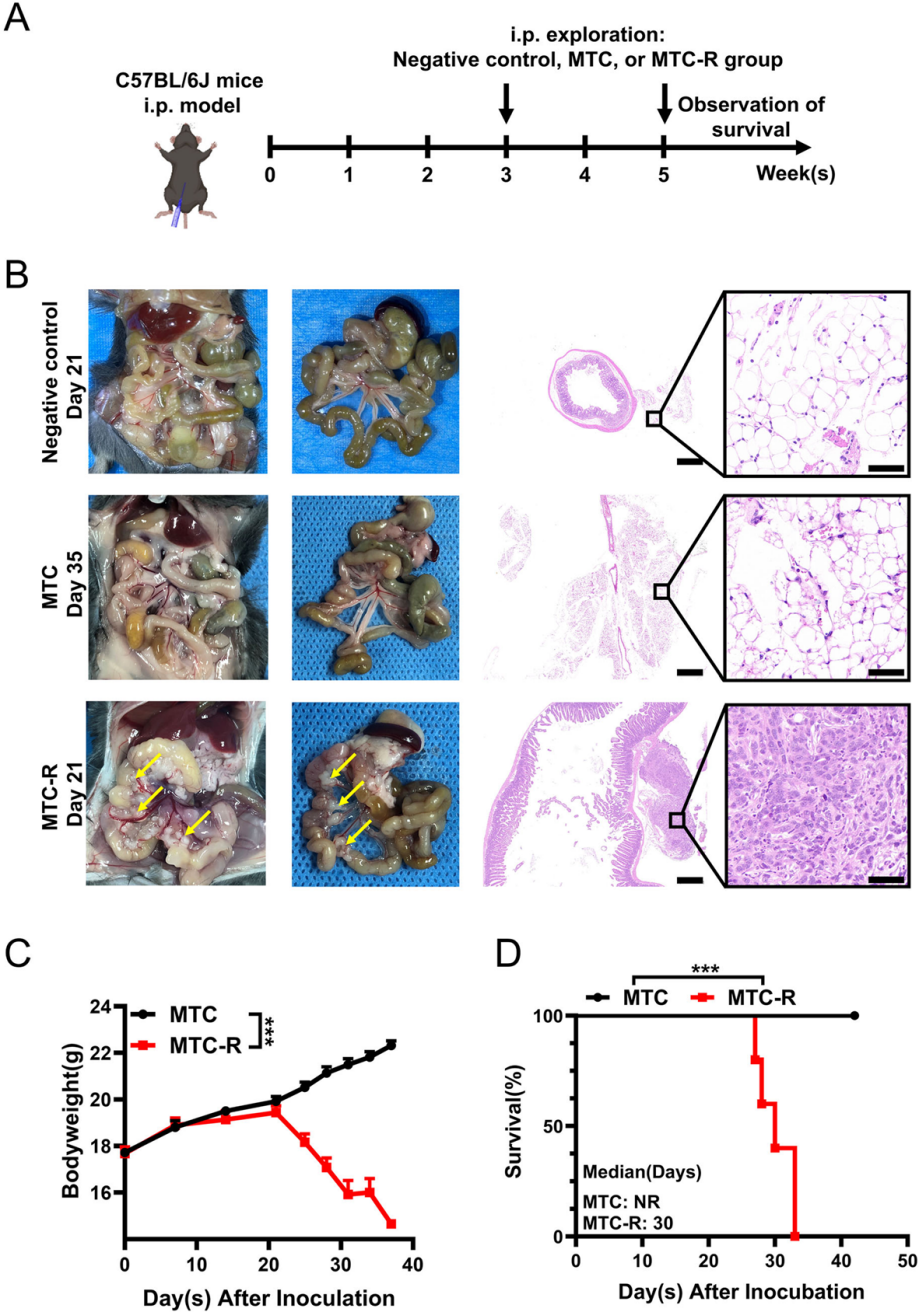
GCPM model of MTC and MTC-R cells in C57BL/6 J mice. **A** Experimental scheme of the MTC and MTC-R i.p. C57BL/6 J mouse models. **B** No visible peritoneal metastatic lesions were observed in the MTC group at the end of day 35. In contrast, diffuse peritoneal metastatic lesions (yellow arrow) were observed within day 21 via H&E staining. The scale bar of H&E staining was 500 μm (left) and 50 μm (right). **C** Comparison of body weight between the MTC and MTC-R groups. **D** Overall survival in the MTC and MTC-R groups. The data are shown as the mean ± SEM. ***: *P* < *0.001*; NR: not reached; more than 50% of the mice survived at the end of the study, and the median survival time was not reached

In the i.p. model of C57BL/6 J mice, the purtenance and mesentery was clear and no visible tumor was found on day 21 in negative control group, which was confirmed by H&E staining; no visible PM lesions were observed in the MTC group on day 35, with normal mesenteric morphology, which matched the H&E staining results (Fig. 4B). Conversely, in the MTC-R group, numerous diffuse visible solid tumours in the mesentery were detected on day 21 and confirmed by H&E staining (Fig. 4B). Moreover, a significant sharp decrease in body weight occurred from Day 21 to the experimental endpoint in the MTC-R group; conversely, a steady increase in body weight was observed in the MTC group (Fig. 4C). Compared with the MTC group, the MTC-R group had significantly shorter overall survival (Fig. 4D). The median survival duration was 30 days in the MTC-R group, with no mortality observed in the MTC group during the experimental period. In addition, various intra-abdominal complications, including diffuse mesenteric haemorrhage, gallbladder necrosis, haemorrhagic ascites, intestinal obstruction, necrosis, and gallbladder enlargement caused by biliary obstruction, were also observed in the MTC-R group (Fig. S2C‒E) and confirmed by H&E staining (Fig. S2F, G). Taken together, these results demonstrate that MTC-R cells exhibited greater intra-abdominal tumorigenicity than MTC cells in both immunodeficient and immune-competent mice.

### The ECM-Receptor interaction pathway is aberrantly activated in MTC-R cells

To investigate the underlying mechanisms of the high potential for PM and PTX resistance in MTC-R cells, we utilized transcriptome sequencing to detect differential RNA expression between MTC and MTC-R cells. 

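RNA of MTC cells and of MTC-R cells, the PTX-resistant line raised from MTC over more than 30 cycles of PTX, was sequenced as 3 libraries per line. The sample labels use the name MPC for MTC and MPC-PTX for MTC-R, give all 6 libraries the same batch number, and do not say whether the 3 replicates were separate cultures. By the paper's methods, both lines went through monoclonal selection. The p-values below therefore cannot separate an effect of PTX resistance from a difference between clones. Both lines descend from Trp53 and Cdh1 double-knockout organoids, so these genes come first. Cdh1 (chromosome 8 of GRCm38, 106603351 to 106670246) had 2561, 2555 and 2812 counts in MTC and 3068, 3018 and 2217 in MTC-R. Trp53 (chromosome 11, 69580359 to 69591873) had 98, 63 and 120 counts in MTC and 142, 130 and 111 in MTC-R. A count per gene does not show which exons the reads came from, and the knockout the paper reports for Cdh1 is a deletion of exon 3 (Fig. S1C). Neither difference had an adjusted p below 0.05, with a log2 fold change of -0.01 (standard error 0.06, adjusted p = 0.864) for Cdh1 and 0.38 (standard error 0.21, adjusted p = 0.228) for Trp53 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Trp53, every MTC-R library was above every MTC library in CPM, so a difference is left open.
The authors filtered the reads with fastp, mapped them with HISAT2 and deposited the number of reads on each gene, without normalization. The total was 19349425, 19448643 and 21047477 counts in the MTC libraries and 23148182, 21907322 and 16574580 in the MTC-R libraries, with 13897 to 14295 genes detected in a library. From these counts, library sizes were scaled with the TMM method, genes with too few counts were removed with edgeR's filterByExpr, and the remaining 11795 genes were tested between the lines. Values per gene are CPM, counts scaled to an equal library size. The paper's text does not name the genome release or annotation, so gene positions were taken from GENCODE M21 by Ensembl identifier.
The first principal component of log2 CPM separated the lines and held 76.6% of the variance. The replicates were not equally close. The biological coefficient of variation was 17.9% among the MTC libraries and 3.01% among the MTC-R libraries, and most of the spread in MTC set replicate 3 apart. Across 10048 genes, which are not independent replicates, the log2 ratio of MTC replicate 3 to MTC replicate 1 had a Spearman's rho of -0.63 with the GC content of the transcripts and 0.54 with their length. Even the pair with the lowest chi-square per gene, MTC-R replicates 2 and 3, differed by more than the sampling noise, with a value of 1.84. No library is therefore a copy of another, which does not show whether the cultures were separate.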

A total of 526 upregulated genes and 629 downregulated genes in MTC-R cells compared with MTC cells according to the heatmap (Fig. 5A) and volcano plot (Fig. S3A). 

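By the rule of the paper's methods, an absolute log2 fold change above 1 with an unadjusted p below 0.05, 445 genes were higher and 512 lower in MTC-R in edgeR's quasi-likelihood test. With the Benjamini-Hochberg adjusted p in the same rule, 417 genes were higher and 495 lower. Among the alternatives, the filter on low counts moved the numbers by the rule of the methods most, to 246 higher and 338 lower genes when at least 10 counts were needed in every sample and to 649 and 691 without a filter. The numbers with the adjusted p moved most when the test itself was set against a log2 fold change of 1 (edgeR's glmTreat), to 138 higher and 255 lower genes. With DESeq2 in place of edgeR, 522 genes were higher and 637 lower, of which 412 and 507 were also called by edgeR. The groups did not overlap for 46.9% of the tested genes, against 10% that chance gives for 3 libraries against 3.
Among genes with at least 5 CPM in the higher group and no overlap between the groups, Krt14 (chromosome 11 of GRCm38, 100203162 to 100207548), which encodes a keratin of basal epithelial cells, rose most. It was at 0.479 ± 0.298 CPM (SD, n = 3) in MTC and 29.8 ± 1.13 CPM (SD, n = 3) in MTC-R, a log2 fold change of 5.95 (standard error 0.27, adjusted p = 2.22e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sod3, Ces1g, Casd1, Fras1, Elapor2, Adh7 and Slpi followed, with log2 fold changes from 5.61 down to 3.44. Krt14, Sod3, Ces1g, Casd1 and Fras1 each had at most 16 counts in any MTC library.
In the other direction, the gastric protease gene Ctse (chromosome 1, 131638306 to 131675505) went from 274.7 ± 38.8 CPM (SD, n = 3) in MTC to 1.497 ± 0.351 CPM (SD, n = 3) in MTC-R, a log2 fold change of -7.54 (standard error 0.19). Anxa10, Vil1 and Spon2 had log2 fold changes of -8.62, -6.84 and -6.59. Rec8, Gramd1b, Car8 and Slc4a9 were also among the 8 genes that fell most, but had 1 to 3 counts in the 3 MTC-R libraries together. The ratio of MTC to MTC-R per total count was 1157 for Rec8 (95% interval from counting error 207 to 45758), 319 for Gramd1b (88.0 to 2642), 224 for Car8 (61.8 to 1860) and 118 for Slc4a9 (39.95 to 574). The adjusted p of each of these 16 genes stayed below 0.05 in every fit that left out one library.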

Treatments targeting these upregulated genes may represent new therapeutic options for drug therapy following PTX resistance. Thus, we further assessed the upregulated genes in MTC-R cells to uncover the biological mechanisms underlying the PTX resistance through KEGG enrichment analyses. KEGG analysis revealed that pathways such as extracellular matrix (ECM) interactions, ABC transporters, bile secretion, mannose-type O-glycan biosynthesis, and drug metabolism were significantly enriched in MTC-R cells (Fig. 5B). 

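KEGG's own gene sets were not used here, and lists of their members fixed beforehand stood in for 4 of the pathways. Bile secretion was not analysed here. Each list was tested for over-representation among the 445 genes that were higher in MTC-R by the rule of the methods, with a one-sided Fisher's exact test against the 11795 tested genes. Of 49 tested genes of the ECM-receptor list, 7 were among the higher genes where 1.85 would fall there by chance (Fisher's exact p = 0.00226). They were Col4a3, Col4a4, Col6a1, Fras1, Itga2b, Sv2a and Tnn. The ABC transporter list had 5 of 27 (Fisher's exact p = 0.00303), namely Abca13, Abcb1a, Abcb1b, Abcb4 and Cftr. Of these, Abcb1a, Abcb1b and Abcb4 lie side by side on chromosome 5, in a stretch where 39 of 41 tested genes were higher. They may therefore not be independent of each other, as Fisher's test assumes. The same limit applies to Col4a3 and Col4a4 of the ECM-receptor list, which are neighbours and both rose. Ces1d, Ces1g, Ces2g, Nme4 and Upp1, 5 of 49 genes of the drug metabolism list (Fisher's exact p = 0.0365), were higher as well. For the mannose type O-glycan list the same test gave an exact p = 0.0245. After Benjamini-Hochberg adjustment over the 4 lists, these p-values were 0.00607 for the ECM-receptor list, 0.00607 for the ABC transporter list, 0.0365 for the drug metabolism list and 0.0326 for the mannose type O-glycan list. Under other settings, the p-value stayed below 0.05 for the ECM-receptor list and rose to at most 0.0912 for the ABC transporter list, 0.174 for the mannose type O-glycan list and 0.627 for the drug metabolism list.
Over-representation among higher genes leaves out the members that fell. Of the tested ABC transporter genes, 7 were higher and 9 lower with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (8 higher and 9 lower when adjusted over the list alone). In the drug metabolism list 8 genes were higher and 13 lower, with the same numbers when adjusted over the list alone. Camera, a two-sided test of all members of a list with a preset correlation of 0.01 between genes, gave p = 0.459 for the ABC transporter list, p = 0.190 for the mannose type O-glycan list and p = 0.0469, towards lower expression, for the drug metabolism list. The adjusted value of the last over the 9 lists tested was 0.141. Fry, a rotation test, asks another question: whether the genes of a list changed together, without setting them against the other genes. Its p-values for these lists were 0.0042, 0.00068 and 0.0102. In camera with a correlation estimated from the data no p-value was below 0.05.
The multidrug transporter genes Abcb1a (chromosome 5 of GRCm38, 8660077 to 8748575) and Abcb1b (8798147 to 8866315) export PTX among other drugs. Abcb1b was at 68.7 ± 4.99 CPM (SD, n = 3) in MTC and 289 ± 3.92 CPM (SD, n = 3) in MTC-R, a log2 fold change of 2.07 (standard error 0.07, adjusted p = 8.81e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Abcb1a went from 18.4 ± 2.98 to 84.3 ± 2.84 CPM (SD, n = 3 each), a log2 fold change of 2.19 (standard error 0.12). Reads could be split between these near-identical copies, and both moved the same way. Their neighbours moved with them, since all 11 other tested genes within 1 Mb had a positive log2 fold change, with a median of 1.63. Abcg2, another drug exporter, went the other way, from 25, 24 and 25 counts in MTC to 1, 0 and 1 in MTC-R, which is 38.1-fold lower (95% interval from counting error 10.2 to 320). Abcc3 fell by 1.57 on the log2 scale, from 244 ± 21.0 to 82.3 ± 2.01 CPM (SD, n = 3 each).

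**Figure D1:**
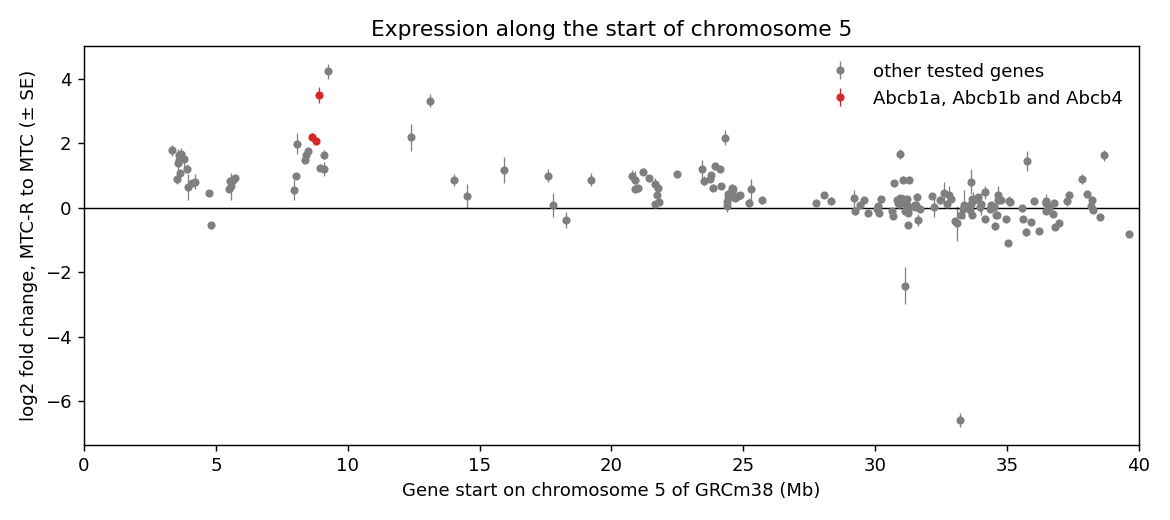
Log2 fold change between MTC-R and MTC (± standard error, 3 libraries per line) of each tested gene in the first 40 Mb of chromosome 5, against the gene's start. Abcb1a, Abcb1b and Abcb4 (red) sit at log2 fold changes of 2.19, 2.07 and 3.5 within a stretch in which 39 of the 41 tested genes that start in the first 20 Mb are above 0.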

Previous studies have highlighted the crucial role of ECM‒receptor interactions in cancer dissemination within the tumour microenvironment (Chen et al. 2021; Conklin et al. 2018; Han et al. 2016). 

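For gene set enrichment analysis, the 11795 tested genes were ranked by the signal-to-noise ratio of their log2 CPM between MTC-R and MTC. The SD of each group in this ratio had a floor in proportion to the size of its mean log2 CPM. The floor pulls abundant genes towards the middle of the ranking. The ECM-receptor list was tested by permuting genes with fgsea. The list's normalized enrichment score was 1.39 with a gene permutation p = 0.0627, over 49 ranked members. The 11 genes that carried the score were Tnn, Col6a1, Fras1, Col4a3, Col4a4, Sv2a, Itga2b, Itgb8, Thbs3, Gp1ba and Col2a1. The p-value crossed 0.05 with the choice of genes and libraries. Ranking every gene with at least 1 count gave a score of 1.45 (permutation p = 0.0284, 74 ranked members), and leaving out MTC-R replicate 1 gave 1.52 (permutation p = 0.0215). On linear normalized counts of every gene with at least 1 count the score was 1.23 (permutation p = 0.132). Ranked by the signed square root of edgeR's F, which has no such floor, the score was 1.30 (permutation p = 0.103). Fn1, Lamc1, Itga5 and Col4a2 then also carried the score, and Itgb8 and Col2a1 did not.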

Our GSEA results also revealed significant upregulation of the ECM‒receptor interaction pathway (normalized enrichment score (NES) = 1.322, *P* = *0.045*) in MTC-R cells (Fig. 5C). Genes involved in the ECM‒receptor interaction, such as *Lamc1, Spp1, Fn1, Col1a2, Col2a1, Col4a1, Col4a2, Col4a3, Col4a4, Col6a1, Col6a2, Itga2b, Itga5, Itga10, Itga11, Itgb7,* and *Itgb8*, were upregulated significantly in the MTC-R cells (Fig. 5D). Therefore, novel drugs that can target this pathway are urgently needed.

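All 13 of these 17 genes that passed the filter on low counts had a positive log2 fold change. For 10 of them the adjusted p was below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the same number, 10, was below 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. A log2 fold change above 1 was reached by 4 genes. Col4a3 (chromosome 1 of GRCm38, 82586921 to 82722059) was at 1.41 ± 0.385 CPM (SD, n = 3) in MTC and 4.01 ± 0.190 CPM (SD, n = 3) in MTC-R, a log2 fold change of 1.49 (standard error 0.22, adjusted p = 0.00258 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its neighbour Col4a4 (82448423 to 82586849) had a log2 fold change of 1.44 (standard error 0.18) from 3.59 ± 0.704 CPM (SD, n = 3). Col6a1 (chromosome 10, 76708792 to 76726168) had a log2 fold change of 1.59 (standard error 0.32), with 5, 8 and 6 counts in MTC and 20, 22 and 19 in MTC-R. Itga2b (chromosome 11, 102453297 to 102470122) had one of 1.30 (standard error 0.34), which was 0.91 without MTC replicate 3. Its adjusted p of 0.0260 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose to between 0.0585 and 0.101 when any one MTC-R library was left out.
The most abundant members changed less. Fn1 (chromosome 1, 71585520 to 71653200) was at 2305 ± 139.6 CPM (SD, n = 3) in MTC and 3143 ± 15.8 CPM (SD, n = 3) in MTC-R, a log2 fold change of 0.45 (standard error 0.07, adjusted p = 0.00337 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lamc1, Spp1, Itga5, Col4a1 and Col4a2 had log2 fold changes of 0.39, 0.35, 0.55, 0.25 and 0.55, and for each of them every MTC-R library was above every MTC library. Leaving out any one MTC-R library raised the adjusted p of Spp1 to between 0.0687 and 0.0841 (0.0877 without MTC replicate 2) and that of Col4a1 to between 0.0678 and 0.0816 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col4a1 and Col4a2 lie next to each other on chromosome 8, whose 663 tested genes had a median log2 fold change of 0.26.
The rise of Col2a1 (log2 fold change 0.33), Itga10 (0.44) and Itgb8 (0.86) was within the spread between replicates, with adjusted p-values of 0.338, 0.350 and 0.165 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col1a2, Col6a2, Itga11 and Itgb7 had 0 to 17 counts in each library and were removed by the filter on low counts. Without a filter their log2 fold changes were 0.63, 0.77, 0.85 and 0.79 (standard errors 0.60, 0.53, 0.96 and 0.50), a difference that was not detectable at this depth. Of the 22 genes of Fig. 5D, 18 were tested, all with a positive log2 fold change, and 15 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes that the figure adds to the text, Fras1, Tnn, Sv2a, Thbs3 and Hspg2, had log2 fold changes of 4.45, 2.86, 1.44, 0.77 and 0.56.

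**Figure D2:**
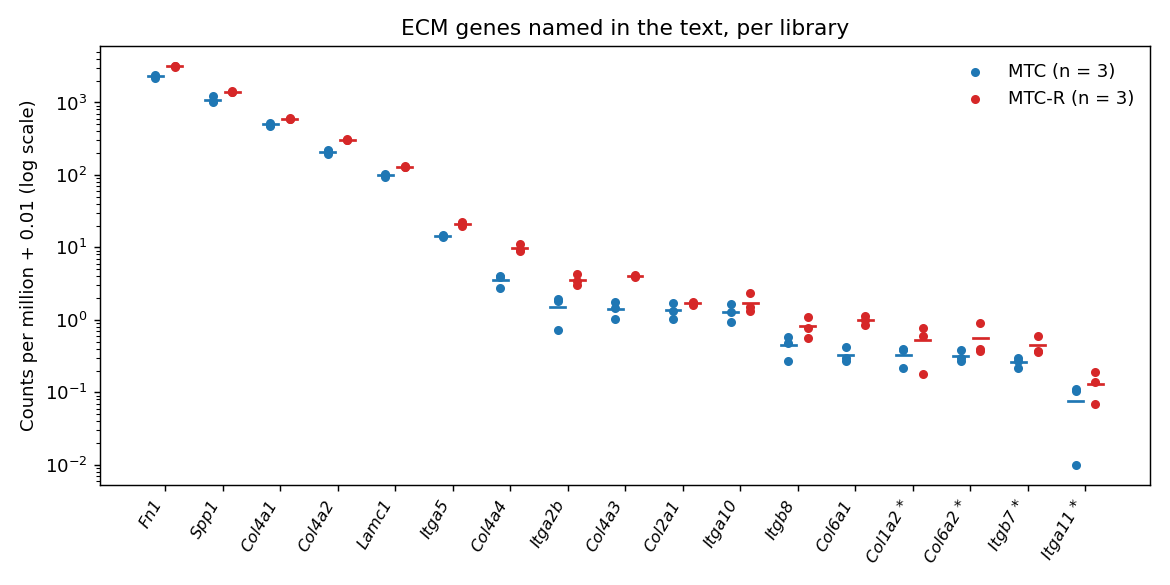
CPM (log scale, with 0.01 added so that a count of 0 can be drawn) of the 17 ECM genes in each of the 3 MTC libraries (blue) and 3 MTC-R libraries (red); points are libraries, lines are group means, and asterisks mark the 4 genes that did not pass the filter on low counts. Fn1 lies at 2305 CPM in MTC and 3143 CPM in MTC-R, whereas the groups of Col2a1, Itga10 and Itgb8 overlap.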

**Fig. 5:**
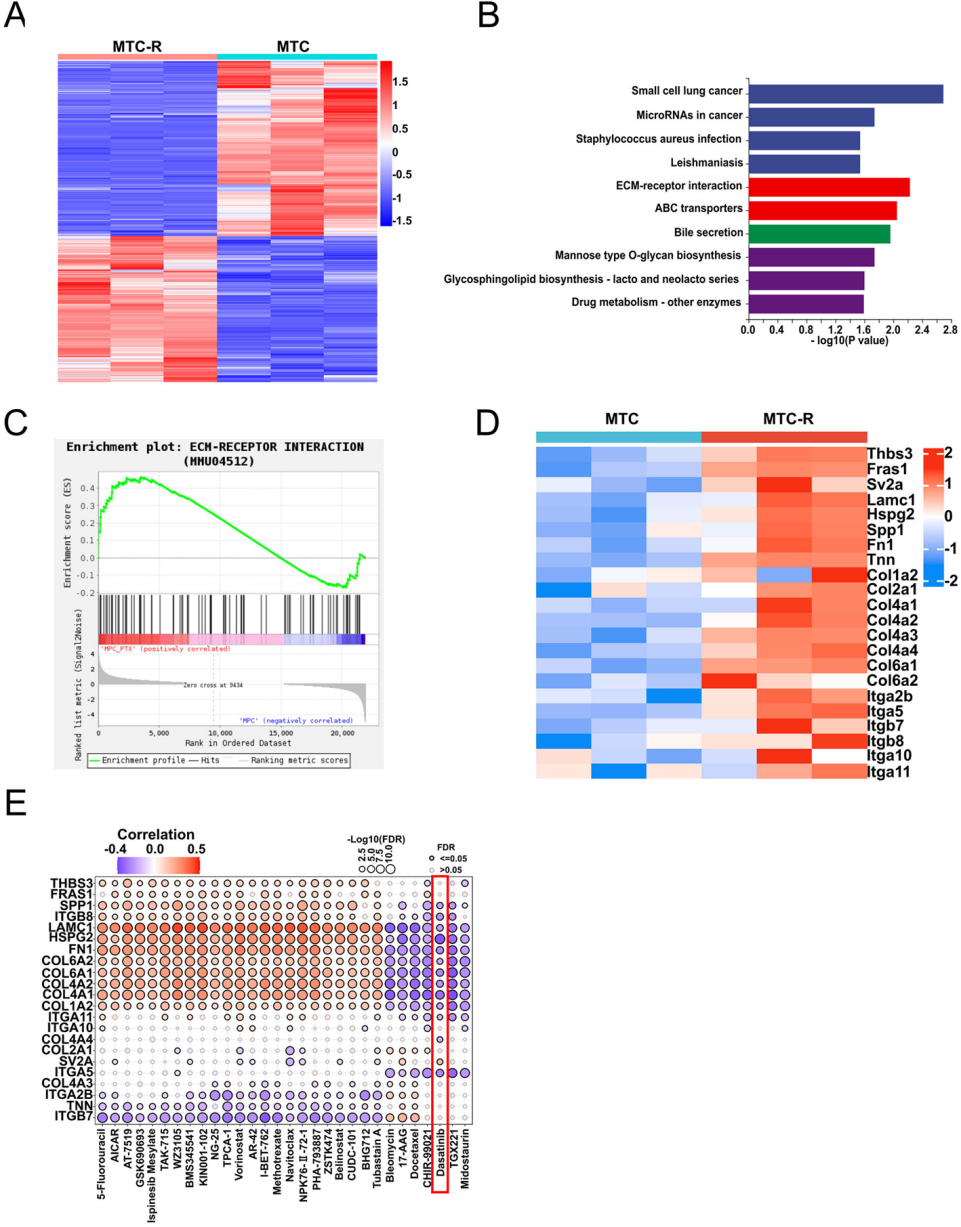
The ECM‒receptor interaction pathway is associated with paclitaxel resistance and high potential for peritoneal metastasis. **A** Heatmap showing genes that are differentially expressed between MTC and MTC-R cells. **B** KEGG enrichment analysis showing the top 10 pathways associated with upregulated genes associated with PTX resistance. **C** GSEA revealed that the ECM‒receptor interaction signalling pathway was upregulated in MTC-R cells. **D** Heatmap outlining the expression of ECM‒receptor interaction pathway-related genes among MTC and MTC-R cells. **E** Prediction of drugs targeting the ECM‒receptor interaction pathway via the GDSC database

We utilized the online GDSC and CTRP databases to identify potential drugs that may effectively target the ECM-receptor pathway enriched in MTC-R cells. The top 30 predicted drugs from the CTRP database were found to be ineffective against MTC-R cells (Fig. S3B). Analysis of the GDSC database indicated that MTC-R cells may be insensitive to some drugs, such as 5-fluorouracil, vorinostat, and CUDC-101 (Fig. 5E). Similarly, bleomycin, 17-AAG, and docetaxel were positively correlated with *Itga2b*, *Col4A3*, *Tnn,* and *Itgb7* gene expression levels, which indicated a high risk of drug resistance. Dasatinib (DASA), CHIR-99021, TGX221, and Midostaurin exhibited high potential in dealing with PTX resistance. Cell viability assay demonstrated the superb anti-tumor efficacy of DASA in MTC-R, compared with CHIR-99021, TGX221, and Midostaurin (Fig. S4A). Meanwhile, the proliferation and migration of MTC-R was inhibited by DASA in a dose-dependent manner (Fig. S4B, C). DASA, a potent Src inhibitor, may specifically disrupt the ECM-receptor interaction pathway, thereby inhibiting tumour cell proliferation and disease progression (Alhalabi et al. 2022; Mazharian et al. 2023; Wichaiyo et al. 2021; Zhang et al. 2024). Furtherly, we established a MTC-R *Src* knock-down cell line MTC-R-*shSrc* (and its control MTC-R-*shNC*) by *shSrc* (and *shNC*) (Fig. S5A) and evaluated the GCPM tendency between MTC-R-*shNC* and -*shSrc* in PM model mice. The result indicted that the amount of solid tumour metastatic lesions in *shScr* group was quite less than that in *shNC*, especially in mesentery and spleen (Fig. S5B, C). Meanwhile, the MTC-R s.c. tumor mice models were established in C57BL/6 J to evaluate the efficacy of DASA in vivo. The result showed that the growth of MTC-R tumour was inhibited significantly (Fig. S5D-F).

Overall, transcriptome analysis revealed that activation of the ECM‒receptor interaction pathway plays a crucial role in PTX-resistant GCPM. 

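The list of 87 ECM-receptor genes covers more than the members that the paper names. With an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 of its 49 tested genes were higher in MTC-R and 14 lower (18 and 16 when adjusted over the list alone). Integrin gene Itgb6 (chromosome 2 of GRCm38, 60598292 to 60722643) fell from 104 ± 13.8 to 50.4 ± 0.9751 CPM (SD, n = 3 each). Frem2, with 10, 12 and 11 counts in MTC and 0 in every MTC-R library, was at least 11.3-fold lower, a bound that covers counting error only. The median log2 fold change of the tested members was 0.09, with Frem2 at its fitted value or at this bound. As a set the list had p = 0.2999 in camera, p = 0.476 with an estimated correlation and p = 0.0337 in fry. The paper concludes that the pathway is activated in MTC-R and is crucial for PTX-resistant peritoneal metastasis. Its transcriptome evidence is the pathway's enrichment among the upregulated genes (Fig. 5B), its enrichment score across all genes (Fig. 5C) and the expression of its members (Fig. 5D). In other experiments the paper tested Src knockdown and dasatinib in MTC-R cells and in mice, which these RNA counts do not address.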

Drug sensitivity prediction on the basis of upregulated genes in the ECM-receptor pathway suggested that DASA, a Src inhibitor, may be a potential drug for the treatment of PTX-resistant GCPM.

### DASA prolonged the survival of MTC-R peritoneal metastasis mice

The above results indicated that DASA has potential antitumour efficacy in MTC-R cells and s.c. tumour mice. Thus, we further evaluated the preclinical efficacy of DASA in the MTC-R PM C57BL/6 J mouse models. The established GCPM mouse models were randomly and equally assigned into three groups (Vehicle, PTX, and DASA) based on the randomized number table. PTX treatment was the reference group for evaluating efficacy (Fig. 6A). Upon abdominal examination and H&E staining, both the vehicle group and the PTX group presented severe PM (yellow arrow) on day 21, with intra-abdominal complications such as intestinal obstruction and necrosis (red arrow) (Fig. 6B). In contrast, the DASA effectively reduced the incidence of abdominal metastasis and associated intra-abdominal complications, preserving the integral structure of mucous glands after 3 cycles of treatment (Fig. 6B). No therapeutic benefit was observed in the PTX group compared with the vehicle group in terms of either body weight (*P* = *0.508*) (Fig. 6C) or overall survival (median survival 31 vs. 30 days, *P* = *0.742*) (Fig. 6D). However, compared with vehicle treatment and PTX treatment, DASA treatment significantly ameliorated body weight loss (Fig. 6C) and prolonged overall survival (Fig. 6D). These results suggest that DASA may serve as a strategy to ameliorate clinical manifestations, delay disease progression, and prolong overall survival in PTX-resistant GCPM treatment.

**Fig. 6:**
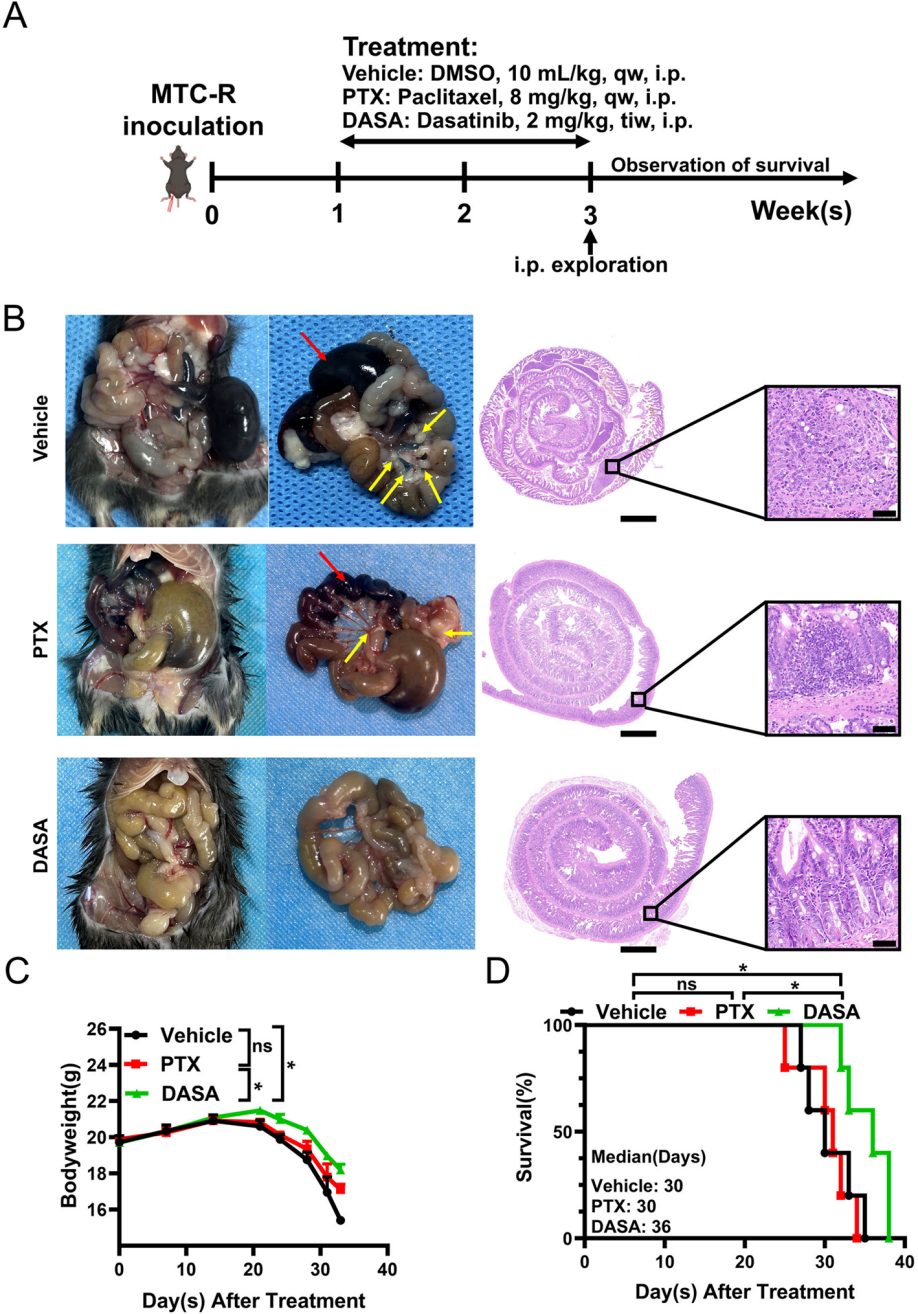
Dasatinib effectively ameliorated disease progression and prolonged overall survival in the MTC-R GCPM C57BL/6 J model. **A** Schematic diagram of in vivo treatment with DASA in the MTC-R peritoneal metastasis model. **B** Obvious mesenteric metastatic lesions (yellow arrow) and intestinal necrosis (red arrow) occurred in the vehicle group and PTX group at 21 days. DASA decreased the incidence of peritoneal metastasis and intestinal obstruction. The scale bar of H&E staining was 1000 μm (left) and 50 μm (right). **C** Changes in body weight among the different groups. **D** Overall survival in different groups. The data are shown as the mean ± SEM. *: *P* < *0.05*; ns: not significant. PTX: paclitaxel; DASA: dasatinib; qw: once weekly; tiw: three times weekly

## Discussion

Recent advances in tumour immunology and immunotherapy-based regimens have revealed promising prospects in the treatment of GC, especially for GCPM (Xu et al. 2023). However, GC patients who are diagnosed with genomically stable or epithelial‒mesenchymal transition molecular subtypes often derive minimal benefit from immunotherapy and chemotherapy (Chao et al. 2021; Yu et al. 2024). The common genetic feature of these two GC molecular subtypes is the loss of *CDH1* expression. GC patients with *CDH1* deficiency typically present with DGC with a high risk of PM, a “cold” tumour microenvironment, and a poor prognosis. Whole-exome sequencing analysis of primary tumours and peritoneal metastatic lesions indicated that these metastatic lesions had a higher frequency of *TP53* and *CDH1* mutations and a lower response rate to chemotherapy (Wang et al. 2020). Therefore, establishing a MGA cell line with *Trp53* and *Cdh1* mutations is crucial for studying this type of GC. Yamamoto previously established mouse GC cell lines that exhibit varying tumorigenic potential in C57BL/6 J mice, providing novel tools for analysing candidate immunotherapies (Yamamoto et al. 2018). However, these mouse GC cell lines only presented a *Trp53* loss-of-heterozygosity background.

Organoids, as tumour mimics, generally inherit the heterogeneity of parental tumours and are widely used in cancer research. In our study, we utilized organoid technology to generate mouse gastric cancer *tc*^*−/−*^ organoids and successfully established an MGA cell line derived from subcutaneously transplanted *tc*^*−/−*^ organoids. We verified the glandular epithelial origin of the MTC cell line via pan-CK IHC staining and confirmed its similarity to organoids by detecting the loss of expression of E-cadherin and p53. Additionally, we verified the loss of function of p53 via a nutlin-3 tumour cell suppression test. Compared with the cell lines established by Yamamoto and other research groups (Nockel et al. 2006; Yamamoto et al. 2018), the MTC was characterized not only by loss of function of p53 but also by a *Cdh1* mutation background. The uniqueness of MTC cells was verified by comparison with other cell banks through STR profiling. We further demonstrated that both MTC and MTC-R cells exhibited different oncogenic potentials in s.c. models of immunodeficient and immune-competent mice. The establishment of MTC cells will facilitate the study of mechanisms and biological processes in *TP53-* and *CDH1*-associated GC. To our knowledge, the MTC is the first cell line to concurrently harbour *Trp53* and *Cdh1* mutations. To date, numerous mouse gastric cancer organoids with specific molecular characteristics have been established via gene editing technology or in genetically engineered mice (Seidlitz et al., 2019). We propose that this study on the establishment of a MGA line derived from mouse gastric cancer organoids subcutaneously transplanted tumours model provides a methodological reference for the generation of additional MGA cell lines with various molecular profiles.

Recent advances in chemoimmunotherapy in patients with GCPM revealed that nonresponder patients presented with increased frequencies of *TP53* and *CDH1* variations (Wang et al. 2020; Yu et al. 2024). These studies highlight that molecular events resulting from the loss of function of *TP53* and *CDH1* are critical factors contributing to aggressive biological behaviour and drug resistance. Since PTX is widely used in second/third-line treatment for GC and is administered intravenously or intraperitoneally (Bonnot et al. 2019; Ishigami et al. 2018; Ishigami et al. 2017; Ishikawa et al. 2020; Yoshikawa et al. 2019), selecting drugs post-PTX resistance in GCPM poses a significant challenge. Thus, we induced the stable PTX-resistant cell line MTC-R through long-term exposure to the pressure of PTX. Compared with MTC cells, MTC-R cells exhibited a more aggressive growth pattern and high potential for PM in mouse models, especially in the i.p. model in C57BL/6 J mice. A major cause of death in patients with GCPM is abdominal complications resulting from metastasis. Our cell lines fairly reproduce the clinical manifestations associated with PM, including intestinal obstruction, ascites, and intestinal necrosis, in the i.p. mouse model. Hence, these cell lines may serve as excellent tools for studying the mechanisms related to GCPM and selecting new drugs, particularly in the context of PTX resistance.

GC cells undergo complex biological processes during PM. Stephen Paget’s “seed and soil” hypothesis suggests that the formation of the PM depends on the interaction between tumour cells and the peritoneal microenvironment (Fidler 2003). Numerous studies have confirmed that the interaction between tumour cells and the ECM plays a crucial role in tumour progression and drug resistance (Huang et al. 2021; Kalli et al. 2023; Mohan et al. 2020). Huang demonstrated via single-cell sequencing technology that chemotherapy-based (containing PTX regent) treatment induced highly plastic clusters of cells to develop into highly proliferative tumour clusters (Huang et al. 2023). These highly proliferative tumour cells are characterized by the activation of pathways, including ECM‒receptor interactions, Hedgehog signalling, and tight junctions. Investigators have revealed that a high level of the ECM signature is correlated with a poor prognosis, drug resistance, and a high risk of GCPM (Chen et al. 2021; Han et al. 2016; Shen et al. 2023). In our study, transcriptome analysis revealed that aberrantly activated ECM‒receptor interaction signalling pathways were intimately associated with PTX resistance and high potential for the PM of MTC-R cells. Upregulated genes enriched in the ECM‒receptor interaction pathway were involved in extracellular collagen production, intercellular adhesion, and cell‒cell communication. These findings suggest that the interaction between tumour cells and the ECM enables tumour cells to acquire metastatic potential and drug resistance. Since the ECM plays crucial roles in tumour progression, drug resistance, and the immunosuppressive microenvironment, therapies targeting the ECM-receptor signalling pathway have been proposed (Pang et al. 2023; Sleeboom et al. 2024). The MTC-R cell line, characterized by *Trp53* and *Cdh1* loss and ECM-Interaction pathway activation, closely recapitulate the molecular and functional features of human diffuse-type gastric cancer, particularly its propensity for peritoneal metastasis (PM). Diffuse-type GC, classified as the genomic stable subtype according to TCGA molecular subtypes, frequently exhibits *TP53* and *CDH1* mutations and is highly associated with PM in human (Cancer Genome Atlas Research 2014). Huang et al. used single-cell analyses further highlight the critical role of ECM-Interaction pathway activation during the transition from human primary gastric lesions to peritoneal dissemination (Huang et al. 2023). In all, similar molecular features were found between *Trp53*^*−/−*^*Cdh1*^*−/−*^ mouse-derived organoids or cell lines and human GC PM according to previous reports and our data. The MTC-R cell line, with its genetic alterations and PM potential, serves as a valuable tool for GC metastasis research, providing deeper insights into the molecular mechanisms driving PM and enhancing the utility of these models for preclinical research and therapeutic development targeting GC metastasis.

To explore drugs that target the ECM‒receptor interaction pathway further, we utilized the online GSCA database to predict drug responses to interfere with this pathway. Most of the drugs predicted in the CTRP database were resistant to PTX, whereas the predictions from the GDSC indicated that CHIR-99021, DASA, TGX221, and midostaurin may be effective against PTX-resistant GCPM. A literature review revealed that DASA is a promising drug for overcoming drug resistance induced by the ECM in glioblastoma and breast cancer (Xiao et al. 2020; Zhang et al. 2024). According to analysis of genomic data, investigators have predicted that DASA can interfere with the ECM-receptor pathway and exert an antitumour effect in chemotherapy-resistant GC (Wu et al. 2024; Zhao et al. 2023). In vitro studies have confirmed that DASA can effectively inhibit the proliferation of GC cell lines (Bertotti et al. 2010; Lee et al. 2022). However, in vivo studies that demonstrate the efficacy of DASA in GC, particularly in the context of GCPM, are lacking. Our study suggested that DASA could delay disease progression and prolong the overall survival of a PTX-resistant GCPM mouse model. These results demonstrate that DASA offers a novel treatment option for overcoming PTX resistance in patients with GCPM characterized by *TP53* and *CDH1* mutation backgrounds. Further studies are needed to investigate the mechanisms underlying the antitumour efficacy of DASA and to determine their clinical applicability in the treatment of GCPM.

In conclusion, we successfully established an MTC cell line originating from *tc*^*−/−*^ organoids with *Trp53* and *Cdh1* mutations and verified its uniqueness via STR profiling. Through long-term exposure to PTX, we generated a corresponding PTX-resistant cell line, MTC-R. Compared with MTC cells, MTC-R cells demonstrated greater potential for tumorigenicity in s.c. and i.p. models in BALB/c nude mice and C57BL/6 J mice. We revealed that the activation of the ECM‒receptor interaction pathway is a key mechanism underlying the high invasive potential associated with PTX resistance. On the basis of drug predictions related to this aberrantly activated pathway, we found that DASA may be an effective treatment for patients with PTX resistance. We further confirmed its biological antitumour efficacy in a PTX-resistant, *Trp53-* and *Cdh1-*deficient GCPM model. These results provide promising options for GCPM treatment following PTX resistance.

## Materials and methods

### Mouse gastric cancer organoid culture

The *Trp53*^*−/−*^*Cdh1*^*−/−*^ (*tc*^*−/−*^) mouse GC organoid was provided by Professor Liyu Huang from Shanghai Jiao Tong University. Previously, normal wild-type gastric organoids (WT) were isolated from *Trp53*^*flox/flox*^*;Cdh1*^*flox/flox*^*;Mist1*-CreER C57BL/6 J mice. The *Trp53*^*flox/flox*^*;Cdh1*^*flox/flox*^ organoids were treated with tamoxifen (TargetMol, T4420) to generate *Trp53*^*−/−*^*Cdh1*^*−/−*^ mouse GC organoids. When the organoids reached 100 μm in diameter, they were passaged. Organoids were washed with PBS and mechanically dissociated by pipetting. Organoids were digested in TrypLE™ Express (Thermo, 12,604,021) at 37 °C for 8~15 min, depending on their size. After digestion, the organoids were centrifuged at 400 × g for 5 min and then washed with organoid culture media (the detailed components of the organoid medium are listed in Table S1). The supernatant was discarded, and the organoids were resuspended in a 1:1 mixture of organoid medium and Matrigel (Corning, 356,231). Next, 50 μL of the suspension was added to a 6-well plate dropwise, with 6 drops/well. All the organoids were cultured at 37 °C in a humidified incubator with 5% CO_2_.

### Animals and ethics

Four- to six-week-old female C57BL/6 J and BALB/c nude mice were provided by Shanghai Chengxi Biotechnology Co., Ltd. The animal studies were approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University (Approval Number: 20221035).

### Isolation of gastric adenocarcinoma cells from >*tc*^*−/−*^ organoid subcutaneously transplanted tumour

We established a MGA cell line derived from *tc*^*−/−*^ organoids transplanted s.c. tumours. 4 × 10^6^ cells (approximately 5 × 10^5^ organoids) with 50% Matrigel were subcutaneously inoculated in the right flank of BALB/c nude mouse. Tumor length and width were measured weekly using calipers. Tumor volume was calculated using the following formula: V = 1/2 × a × b × b, where V = tumor volume, a = maximum tumor diameter, and b = minimum tumor diameter. When the tumour volume reached 200 mm^3^, the BALB/c nude mice were sacrificed, and the s.c. tumours were harvested. The tissue was washed with ice-cold PBS and minced with fine scissors. The tissue fragments were washed with precooled PBS 15 times using a 10 mL pipette in a sterilized clean bench. After washing, the tube was left until the precipitate settled to the bottom, and the supernatant was discarded. Fifty millilitres of EDTA (2 mM) were added to digest the tissue fragments into tumour fragments for 30 ~ 60 min. The tumour units were washed with approximately 20 mL 0.1% BSA in PBS approximately 15 times and then passed through a 70 μm cell strainer (BIOFIL, CSS-013–070). The filtrate was transferred to a 15 mL centrifuge tube, washed with PBS, and centrifuged at 400 × g for 5 min. The cells were resuspended in RPMI 1640 medium (Gibco, 61,870,036) supplemented with 10% FBS (Gibco, A5669701) and 1% antibiotics (Gibco, 15,070,063) and seeded in a dish. If the cell growth conditions were suboptimal, 1:1 organoid medium was added to the medium in a timely manner. After 10 cycles of passage, isolated single cells were cultured in individual wells of a 96-well plate to allow for monoclonal expansion. The monoclonal cells showing the most robust proliferation ability were selected for further studied and the Mouse gastric adenocarcinoma with *Trp53* and *Cdh1* deficiency cell line was established, namely MTC.

### Cell culture

All the cell lines were isolated by our center. Cells were maintained in RPMI 1640 medium (Gibco, 61,870,036) supplemented with 10% FBS (Gibco, A5669701) and 1% antibiotics (Gibco, 15,070,063). The cells were maintained in a humidified incubator with 5% CO_2_ at 37℃.

### Cell growth on glass coverslips

Pre-washed sterilized glass coverslips (CITOTEST 80346–0910) were placed on a dish by predisposing tiny drops of 50 μL medium and the dish was incubated for 30 min. Cells were then seeded at a density of 2 × 10^6^ cells/well in the 6-well plate and allowed to attach for overnight. Aspirating the culture medium, the dish was wash twice with PBS. The cells attached glass coverslips were fixing with 4% paraformaldehyde (Solarbio, P1110) for 30 min. Hematoxylin–eosin staining and immunohistochemistry on cells attached glass coverslips were performed as following procedures.

### Histology and immunohistochemistry

The cell glass coverslips, organoids, and tumours were fixed with 4% paraformaldehyde (Solarbio, P1110), followed by dehydration and then rehydrated and subjected to hematoxylin–eosin staining (H&E) and immunohistochemistry (IHC) using standard procedure. For the H&E staining, the sections were stained with hematoxylin and eosin (Biosharp, BL700A). For IHC, the following primary antibodies were used: p53 (Proteintech, 21,891–1-AP, 1:100), E-cadherin (FineTest, FNab02617, 1:800), pan-CK (Proteintech, 26,411–1-AP, 1:1000).

### Western blotting (WB) analysis

The RIPA lysis buffer was used to extract cells and organoids total proteins. Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) was used to separate extracted proteins. Subsequently, the PDVF membrane (Millipore) was used for protein transfer, following the transferred membrane were incubated with antibodies for overnight at 4℃: GAPDH (Proteintech, 66,002–1-Ig, 1:10,000); p53 (Santa Cruz, sc-126, 1:500); E-cadherin (Proteintech, 20,874–1-AP, 1:1000). The next day, enhanced chemiluminescence reagent (Beyotime, P0018S) was used to detect the antigen–antibody complex on the PDVF membrane.

### Short tandem repeat profiling

Genomic DNA was extracted from MTC cells using the PureLink™ Genomic DNA Extraction Kit (Invitrogen, K182001) following the manufacturer’s instructions. A minimum of 100 ng of genomic DNA was submitted to Shanghai Personal Biotechnology Cp. Ltd. for establishing the DNA profile. Night short tandem repeat (STR) loci (18–3 (FAM), 12–1 (FAM), 4–2 (FAM), 5–5 (FAM), 6–7 (FAM), X-1 (FAM), 9–2 (NED), 15–3 (NED), and 6–4 (NED)), along with the homocontaminated loci D4S2408, were all amplified using Applied Biosystems 3730XL Genetic Analyzer platform (Thermo Fisher Scientific). The genotype results were analysed via GeneMapper™ 6 software (Thermo Fisher Scientific) and compared with STR data from the American Type Culture Collection (ATCC), the German Collection of Microorganisms and Cell Cultures (DSMZ), the Japanese Collection of Research Bioresources (JCRB) and Rikagaku Kenkyūjo (RIKEN).

### Validation of *Cdh1* knockout

*Cdh1* knockout in mouse gastric cancer *tc*^*−/−*^ organoids and MTC cells was confirmed via Sanger sequencing by comparison of the cDNA of these samples with normal WT organoids cDNA. The primers used for *Cdh1* are described in Table S2.

### Cell counting kit-8 (CCK-8) assay

The half-maximal inhibitory concentration determination, cell proliferation, and cell viability assay were involved in CCK-8 assay method. Briefly, cells were allowed to attach overnight at a density of 3,000 cells/well in a 96-well plate, and exposed to the indicated concentration of DMSO, DASA, PTX, CHIR-99021, TGX221, or Midostaurin for the indicated time. The cell medium was replaced with 100 μL fresh medium containing 10 μL CCK-8 solution, and cells were incubated at 5% CO_2_ in a humidified incubatr at 37 ℃ for 1~4 h. The absorbance at a wavelength of 450 nm was dected by a microplate reader (Perkin Elmer). The data was calculated by GraphPad Prism 9.

### Generation of paclitaxel-resistant MTC cells

The increasing drug concentration method was employed in this study to induce drug resistance in the cell line. Initially, the primary IC_50_ (pIC_50_) of the parent cell line was determined. When the cells reached 50% confluence, the MTC cells were exposed to the IC_50_ dose of PTX. After 2 days of treatment, the medium was changed to fresh medium for culture for the next 5 days. Every 4 cycles of treatment, the treated PTX IC_50_ (tIC_50_) level of MTC was reassessed. MTC cells were treated with a new cycle of PTX at the tIC_50_ concentration. After approximately 30 cycles of PTX treatment, the drug resistance index (RI), defined as RI = tIC_50_/pIC_50_, exceeded 5, indicating successful establishment of a PTX-resistant cell line, which was named MTC-R. According to the methods mentioned above, MTC-R cells also underwent monoclonal selection, and the IC_50_ of PTX was remeasured.

### Wound healing assy

The MTC-R cells were inoculated into a 6-well plates until reaching confluence. DASA were added at indicated concentration. Cells were wounded by a 10 μL plastic pipette tip to create a “scratch models”. Photograph the scratches at 0 h and 48 h after DASA treatment. The distance that the cells migrated to the wounded area during this time was measured. The results are expressed as migration index (the migration distance of cells in the experimental group relative to the migration distance of cells in the 0.1% DMSO group). The experiment was repeated three times independently.

### Lentiviral shRNA-Mediated Src Knockdown in Cells

The shRNA sequences targeting *Src* in the pLKO.1 vectors were as follows: *shSrc*: sense, 5’-GACAATGCCAAGGGCCTAAAT-3’. Lentiviruses were produced by co-transfecting HEK293T cells with pLKO.1 or pLVX lentiviral plasmids, along with the packaging plasmids psPAX2 and pMD2.G, using a polyethylenimine -based transfection protocol. The packaged virus was added to the MTC-R cell line and infected for 48 h, followed by selection with puromycin to establish a stable knockdown cell line.

### Subcutaneous tumour model

MTC and MTC-R Cells in the logarithmic growth phase were inoculated subcutaneously into corresponding mice. For s.c. tumor-bearing BALB/c nude mice, 4- to 6-week-old female BALB/c nude mice were randomly and equally stratified into two groups (MTC and MTC-R) based on the randomized number table. Each mouse received 4 × 10^6^ cells in 0.1 mL PBS. For s.c. tumor-bearing C57BL/6 J mice, 4- to 6-week-old female C57BL/6 J mice were randomly and equally stratified into two groups (MTC and MTC-R) based on the randomized number table, each mouse was inoculated with 1 × 10^7^ cells in 0.1 mL PBS containing 50% Matrigel. All mice were examined every 7 days, tumor length and width were measured and tumor volume was calculated using the method mentioned above. Finally, mice were sacrificed and the s.c. tumours were harvested for further analysis. For the in vivo efficacy evaluation of DASA in subcutaneous tumor-bearing C57BL/6 J mice, the experimental protocal was conducted as follows: one week after MTC-R s.c. inoculation, the C57BL/6 J mice were randomly and equally stratified into two groups according to tumour volume and bodyweight using a randomized number table (*n* = 5/group). The treatment groups administered 10 ml/kg of DMSO (vehicle), or dasatinib (5 mg/kg) via i.p. five times per week for 5 weeks. Thoughout the experimental period, body weight and tumor size were measured weekly, and the survival status of the mice was monitored and recorded.

### Intraperitoneal metastasis mice model

4- to 6-week-old female BALB/c nude mice and C57BL/6 J mice were randomly and equally stratified into three groups (Negative control, MTC, and MTC-R) based on the randomized number table. A total of 1 × 10^7^ MTC or MTC-R cells in the logarithmic growth phase were i.p. inoculated into BALB/c nude mice and C57BL/6 J mice respectively. Negative control group mice injected i.p. 0.1 mL PBS each mouse. For the surveillance of tumorigenicity, 3 mice from each group were sacrificed randomly for peritoneal exploration on day 21 or 35 after inoculation. Five mice from each group were recorded continuously for changes in body weight and overall survival. For the in vivo efficacy evaluation of DASA, one week after MTC-R i.p. inoculation, the C57BL/6 J mice were randomly and equally stratified into three groups based on the randomized number table (*n* = 8/group) and administered 100 μL of DMSO (vehicle), PTX (8 mg/kg) once a week, or dasatinib (2 mg/kg) via i.p. injection three times per week. The body weight of the mice were recorded weekly, and the survival status of the mice was documented throughout the experiment. On day 21, 3 mice from each group were sacrificed randomly for i.p. exploration. Five mice in each group were monitored continually for changes in body weight and to assess overall survival.

### RNA-seq processing and data analysis

The cells were cultured and harvested via the TRIzol reagent (Invitrogen, 15596018CN) for total RNA extraction following the manufacturer’s protocol. All RNA-seq samples underwent quality control and were customized for analysis by Shanghai Personal Biotechnology Co., Ltd. Detailed procedures for establishing the sequencing libraries are provided in Supplementary materials. Differential gene expression analysis was conducted via DESeq (v1.38.3) with the following filtering conditions: |log2FoldChange|> 1 and P value < 0.05. The R language Pheatmap package (v1.0.12) was used to perform bidirectional clustering analysis of all the DEGs. A heatmap was generated using the Euclidean and Complete Linkage method based on expression levels across different samples. ClusterProfiler (v4.6.0) software was used to analyse the enrichment of enriched KEGG pathways among the upregulated genes, with a focus on pathways with significant enrichment (*P* value < 0.05). The gene set enrichment analysis (GSEA) (v4.1.0) tool was used to conduct enrichment analysis across all genes and generate pathway enrichment maps.

### Prediction of drugs for paclitaxel-resistant cells

The Gene Set Cancer Analysis (GSCA) website (http://bioinfo.life.hust.edu.cn/GSCA) was used to explore the relationships between signature gene sets and drug sensitivity (Liu et al., 2023). The online platform integrates data from the Genomics of Drug Sensitivity in Cancer (GDSC) and Clinical Trails Reporting Program (CTRP) databases. The correlation of PTX resistance-related gene expression with drug sensitivity was next assessed via Spearman correlation analysis. A negative correlation indicates that increased gene expression may increase drug sensitivity. A lower false discovery rate (FDR) indicates greater predictive significance. Ultimately, FDA-approved drugs with both a low FDR and a negative correlation were prioritized for selection.

### Statistical analysis

The data are presented as the means ± standard errors of the means. Continuous variable data were analysed via two-way ANOVA in GraphPad Prism 9. Two-tailed Student’s *t* tests were performed to compare tumour weights via GraphPad Prism 9. Drug concentrations were log-transformed for normalization, and IC_50_ values were calculated via nonlinear regression in GraphPad Prism 9. Overall survival analysis was conducted with GraphPad Prism 9, and survival curves were compared via the log-rank test. A *P* value less than 0.05 was considered to indicate statistical significance.

## Supplementary Information

Supplementary Material 1. Fig. S1: The characteristics of MTC cells and WT/*tc*^*-/-*^ organoids; Fig. S2: The bodyweight of s.c. tumour mice and intra-abdominal complications associated with intraperitoneal metastasis of MTC-R cells in PM mice; Fig. S3: Different gene analysis and drugs prediction; Fig. S4: The prolification and migration of MTC-R was inhibited by Dasatinib; Fig. S5: The effect of *Src* and its inhibitor Dasatinib on MTC-R in vivo; Table S1: The component of mouse gastric cancer organoids medium; Table S2 The specific primers for *Cdh1*; Table S3: Genotyping results of STR and Amelogenin loci in MTC cells; RNA-seq data processing.

## Data Availability

The RNA-seq data have been deposited in the GEO Database: GSE293310. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

GC: Gastric Cancer
PM: Peritoneal Metastasis
GCPM: Gastric Cancer Peritoneal Metastasis
PTX: Paclitaxel
MTC: Mouse *Trp53*^*−*^^*/*^^*−*^* Cdh1*^*−*^^*/*^^*−*^ GC cell line
MTC-R: Paclitaxel-resistant MTC cell line
MGA: Mouse gastric adenocarcinoma
IC_50_: Half Maximal Inhibitory Concentration
RI: Resistance Index
GDSC: Genomics of Drug Sensitivity in Cancer
CTRP: Clinical Trails Reporting Program
H&E: Hematoxylin-Eosin
IHC: Immunohistochemistry
WT: Wild Type

# Supplementary material for: Dasatinib demonstrates efficacy in organoid derived paclitaxel-resistant Trp53/Cdh1-deficient mouse gastric adenocarcinoma with peritoneal metastasis
**Source:** Cell Regen. 2025 Apr 29;14:16. doi: 10.1186/s13619-025-00232-2
**Supplement:** Supplementary file 1 — Supplementary Material 1. Fig. S1: The characteristics of MTC cells and WT/tc-/- organoids; Fig. S2: The bodyweight of s.c. tumour mice and intra-abdominal complications associated with intraperitoneal metastasis of MTC-R cells in PM mice; Fig. S3: Different gene analysis and drugs prediction; Fig. S4: The prolification and migration of MTC-R was inhibited by Dasatinib; Fig. S5: The effect of Src and its inhibitor Dasatinib on MTC-R in vivo; Table S1: The component of mouse gastric cancer organoids medium; Table S2 The specific primers for Cdh1; Table S3: Genotyping results of STR and Amelogenin loci in MTC cells; RNA-seq data processing.

**Dasatinib demonstrates efficacy in Organoid Derived** **Paclitaxel-resistant *Trp53/Cdh1-*deficient Mouse Gastric Adenocarcinoma with Peritoneal Metastasis**

**Supplementary Figures**

**Fig. S1 The characteristics of MTC cells and WT/*tc^-/-^* organoids. (A**) Representative IHC staining for E-cadherin and p53 in the WT organoid (cale bar, 50 μm). (B) Western blotting revealed the expression of p53 and E-cadherin in organoids and cell line. (C) Sanger sequencing indicated the deletion of *Cdh1*-Exon3 in MTC and *tc^-/-^* organoid. (D) The inhibitory effects of nutlin-3 in MTC cells. (E) The MTC-R cells displayed with spindle shape morphology (scale bar, 20 μm). (F) MTC and MTC-R showed different proliferation potential. Data were shown as mean ± SEM. ***: *P<0.001*; WT: wild type mouse gastric epithelial organoid; *tc^-/-^*: *Trp53-* and *Cdh1-*deficent mouse gastric cancer organoid.

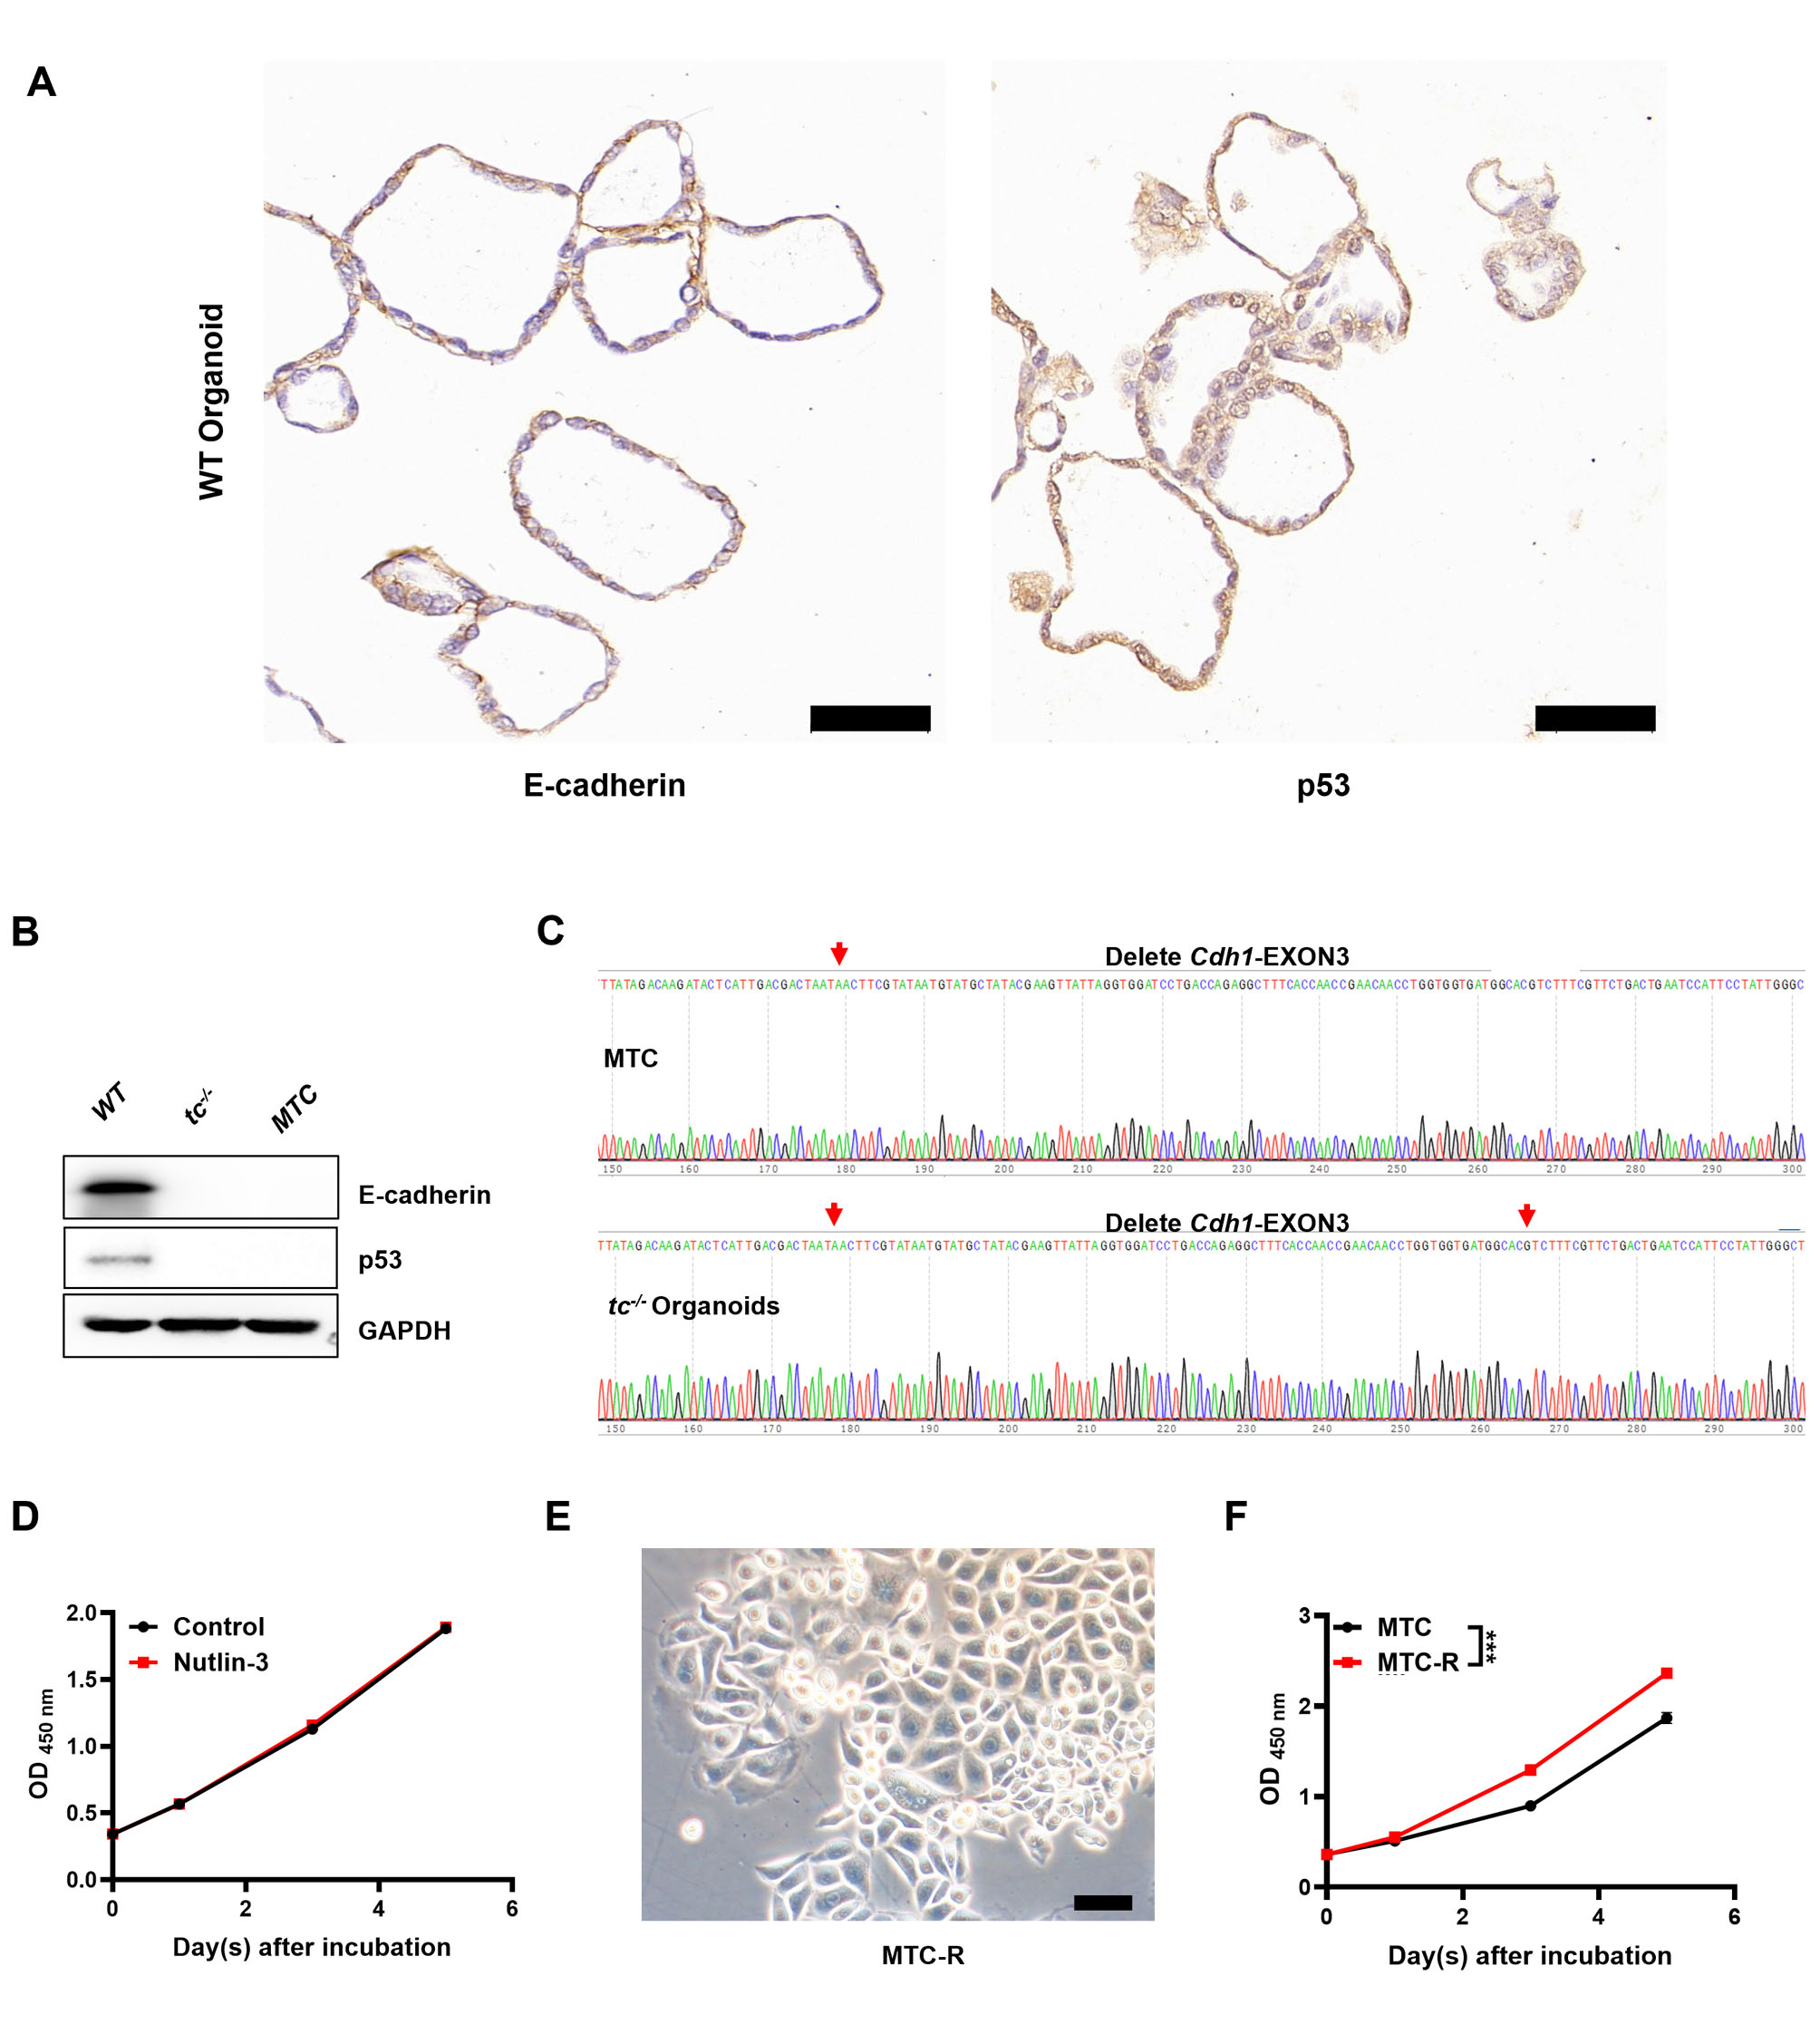

**Fig. S2 The bodyweight of s.c. tumour mice and intra-abdominal complications associated with intraperitoneal metastasis of MTC-R cells in PM mice.** (A-B) The bodyweight of s.c. tumour mice in Balb/c nude and C57BL/6J mice. (C) Diffuse bleeding within the mesentery (blue arrow) and gallbladder enlargement (red arrow) due to MTC-R cells intraperitoneal metastasis. (D) Hemorrhagic ascites in MTC-R peritoneal metastasis mice model. (E) Gallbladder enlargement (red arrow) due to biliary obstruction caused by omental bursa metastasis and intestinal necrosis (blue arrow) caused by mesenteric metastasis. (F) Peritoneal metastasis caused intestinal necrosis. Left: scale bar, 500 μm; Right: scale bar, 50 μm. (G) The occurrence of metastasis in greater and lesser omentum. Left: scale bar, 500 μm; Right: scale bar, 50 μm. s.c.: subcutaneous(ly). ns: no significance

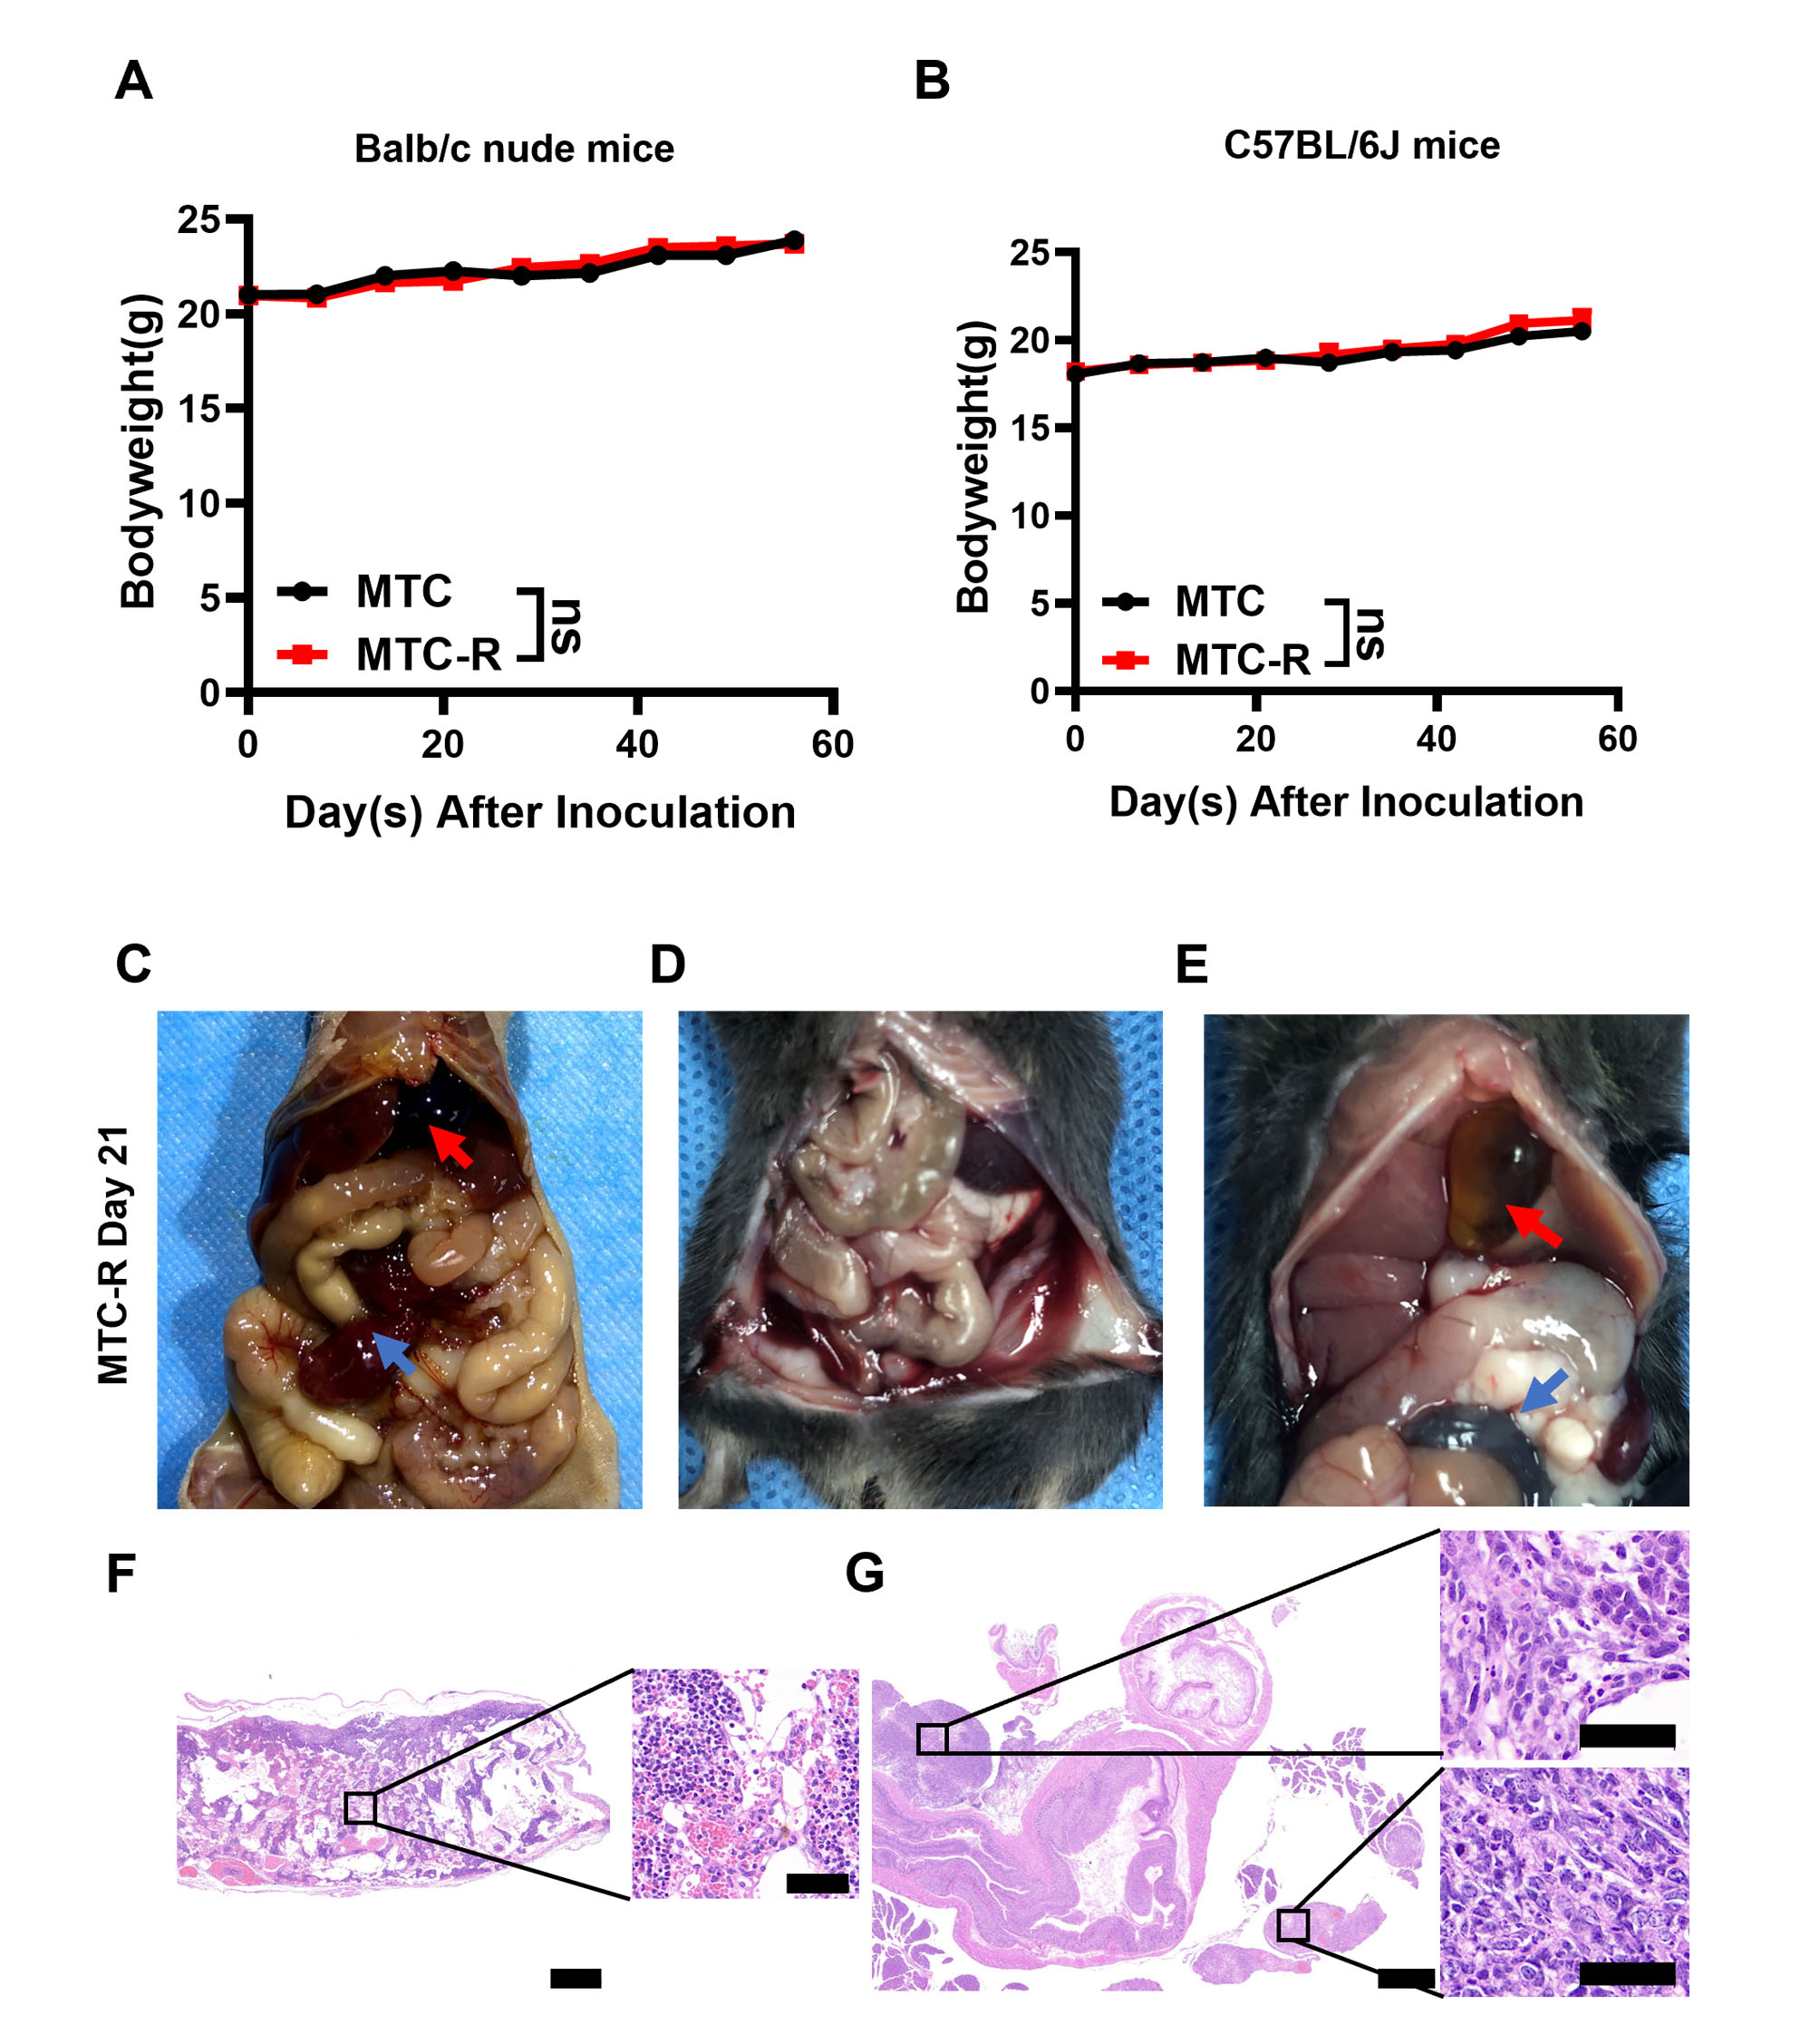

**Fig. S3 Different gene analysis and drugs prediction.** (A) Volcano plot showing genes that are differentially expressed in MTC and MTC-R. (B) Drugs prediction in CTRP database based on different genes correlated with ECM signal pathway.

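A volcano plot sets the log2 fold change of each gene on the horizontal axis against the negative logarithm of its p-value on the vertical axis, so that genes with a large and well-supported change lie at the upper left and right. In the deposited counts, 3509 of the 11795 tested genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 912 of those also had an absolute log2 fold change above 1. With the unadjusted p in place of the adjusted p, 957 genes passed both limits.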

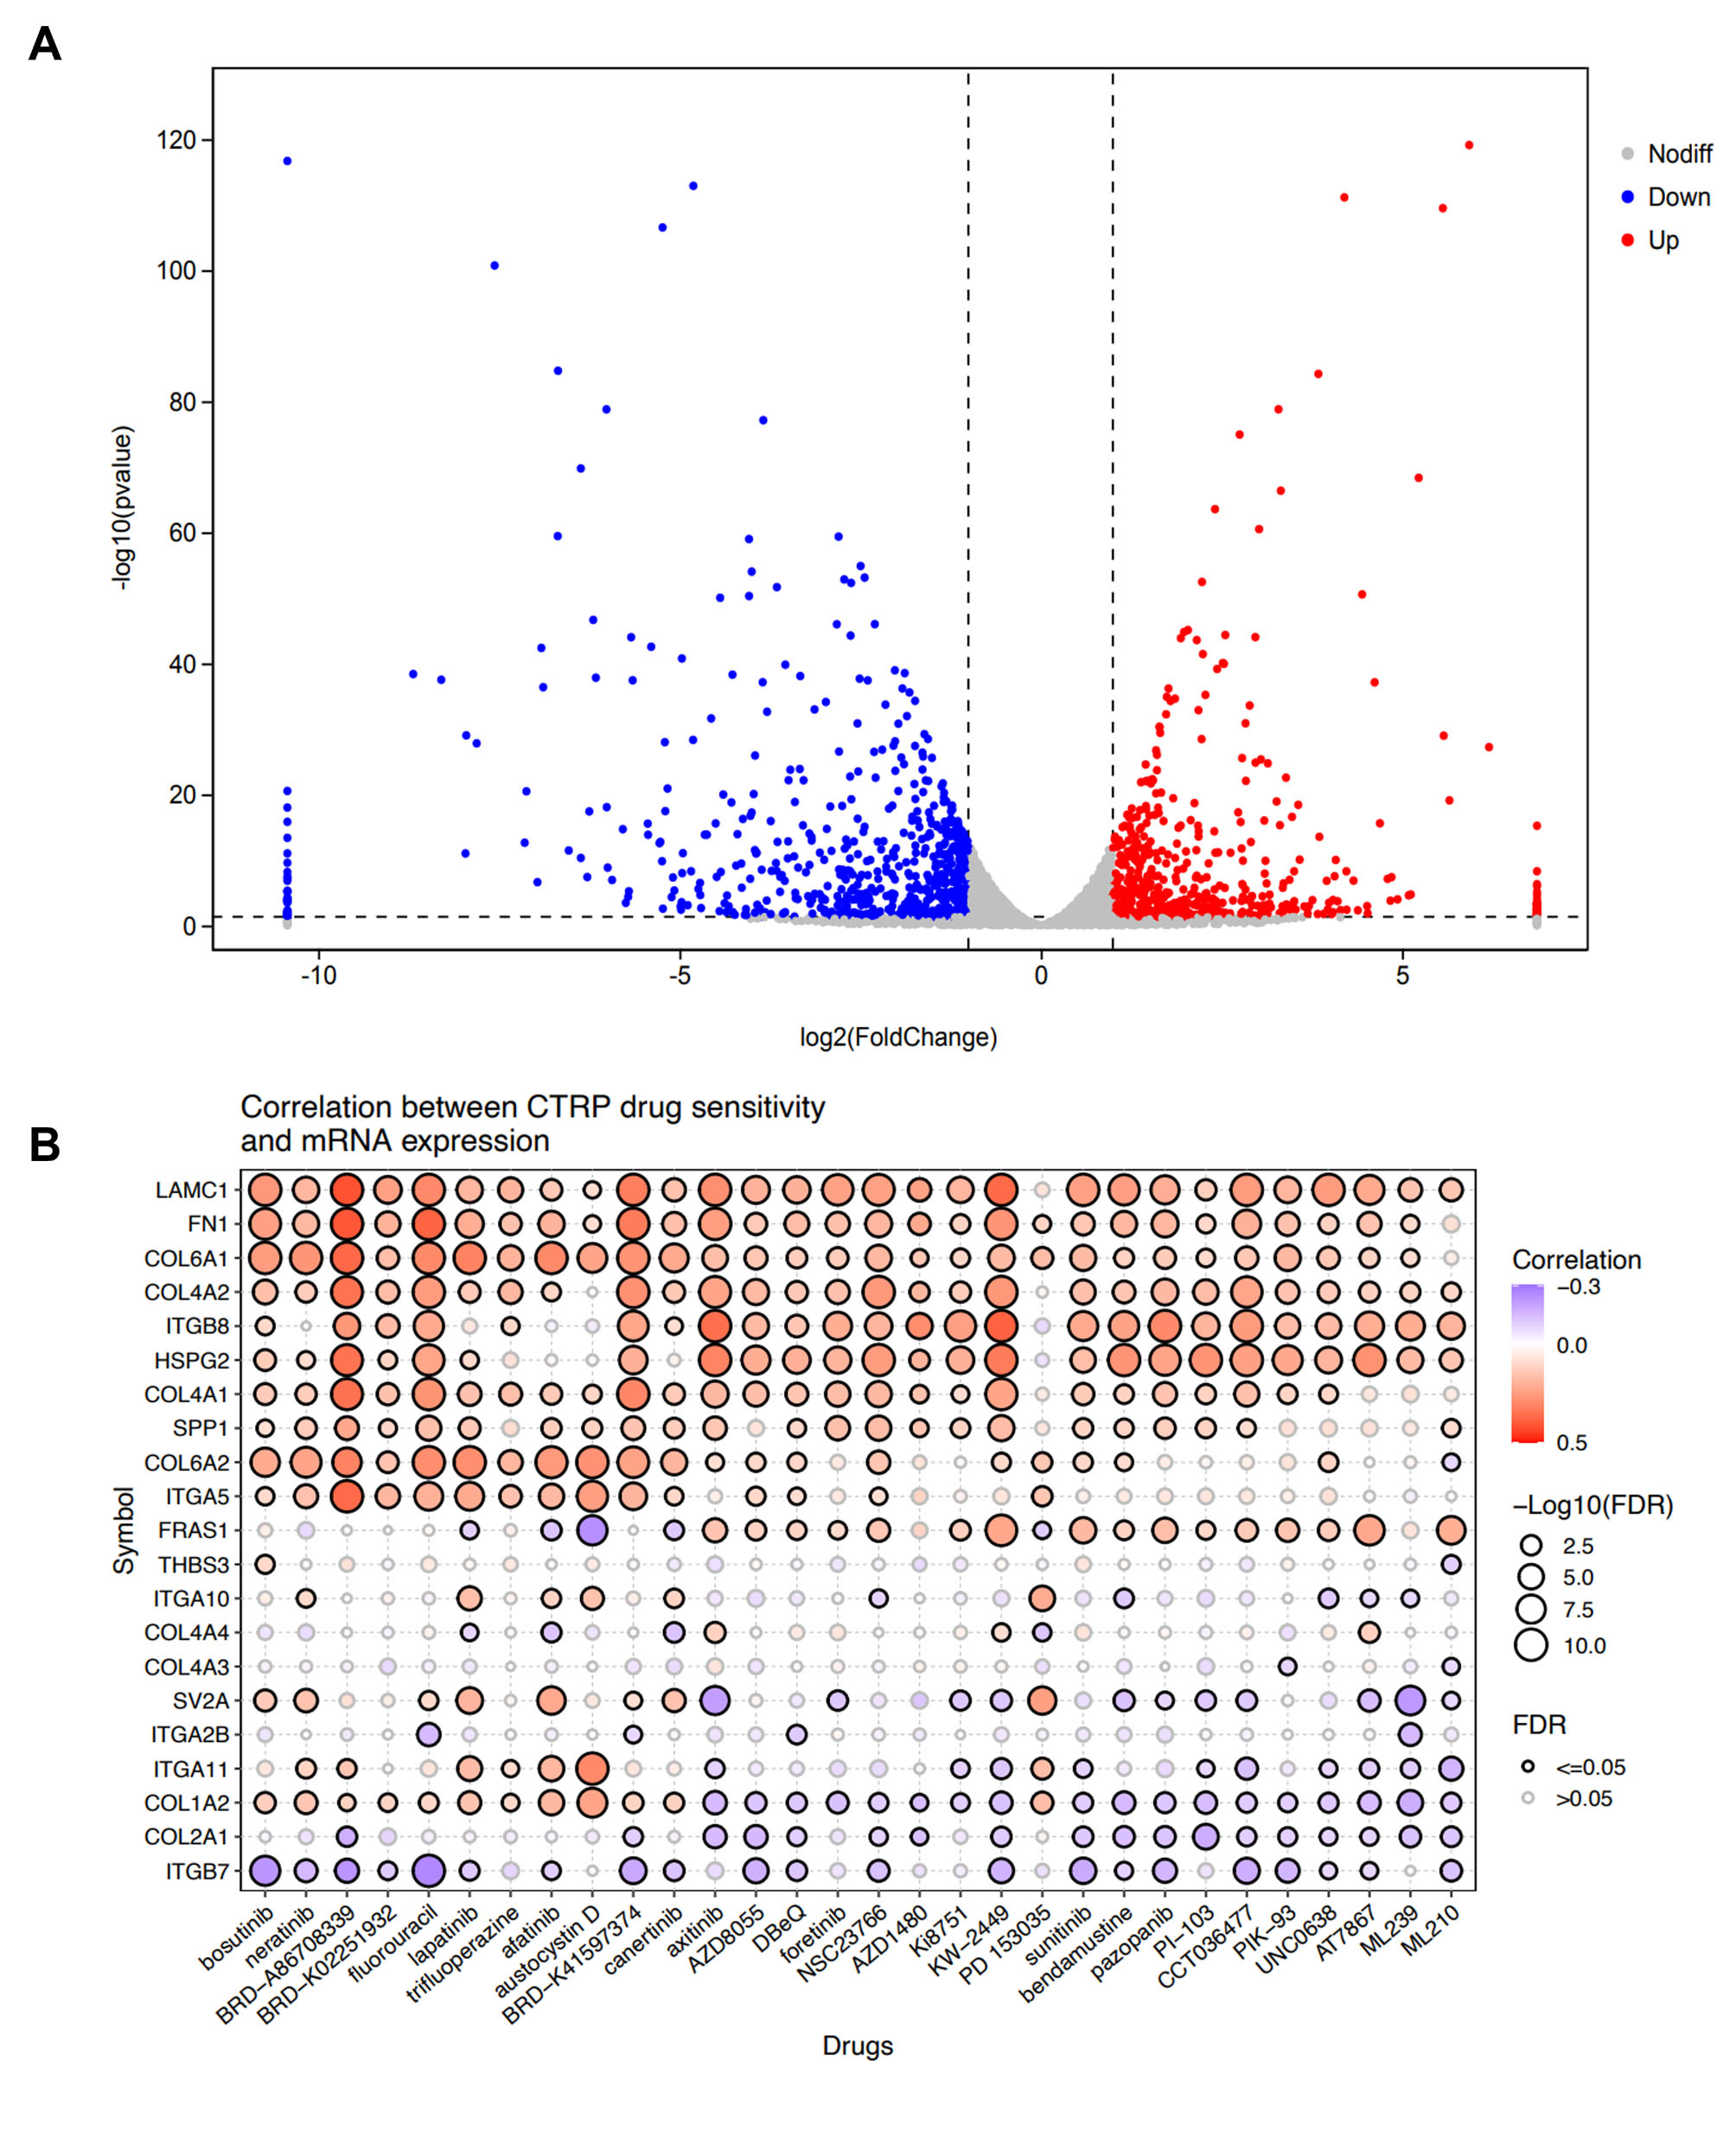

**Fig. S4 The prolification and migration of MTC-R was inhibited by Dasatinib.** (A) The cell viability of MTC-R incubated with 1μM DASA, CHIR-99021, TGX221, or Midostaurin for 48 h. (B) The prolification of MTC-R incubated with indicated DASA (or DMSO). (C) The migration of MTC-R of MTC-R incubated with indicated DASA (or DMSO). Scratch edge is demarcated by the red line. DASA: Dasatinib**.** Scale bar, 200 μm. The data are shown as the mean ± SEM. **: *P<0.01*, ***: *P<0.001*, ****: *P<0.0001*.

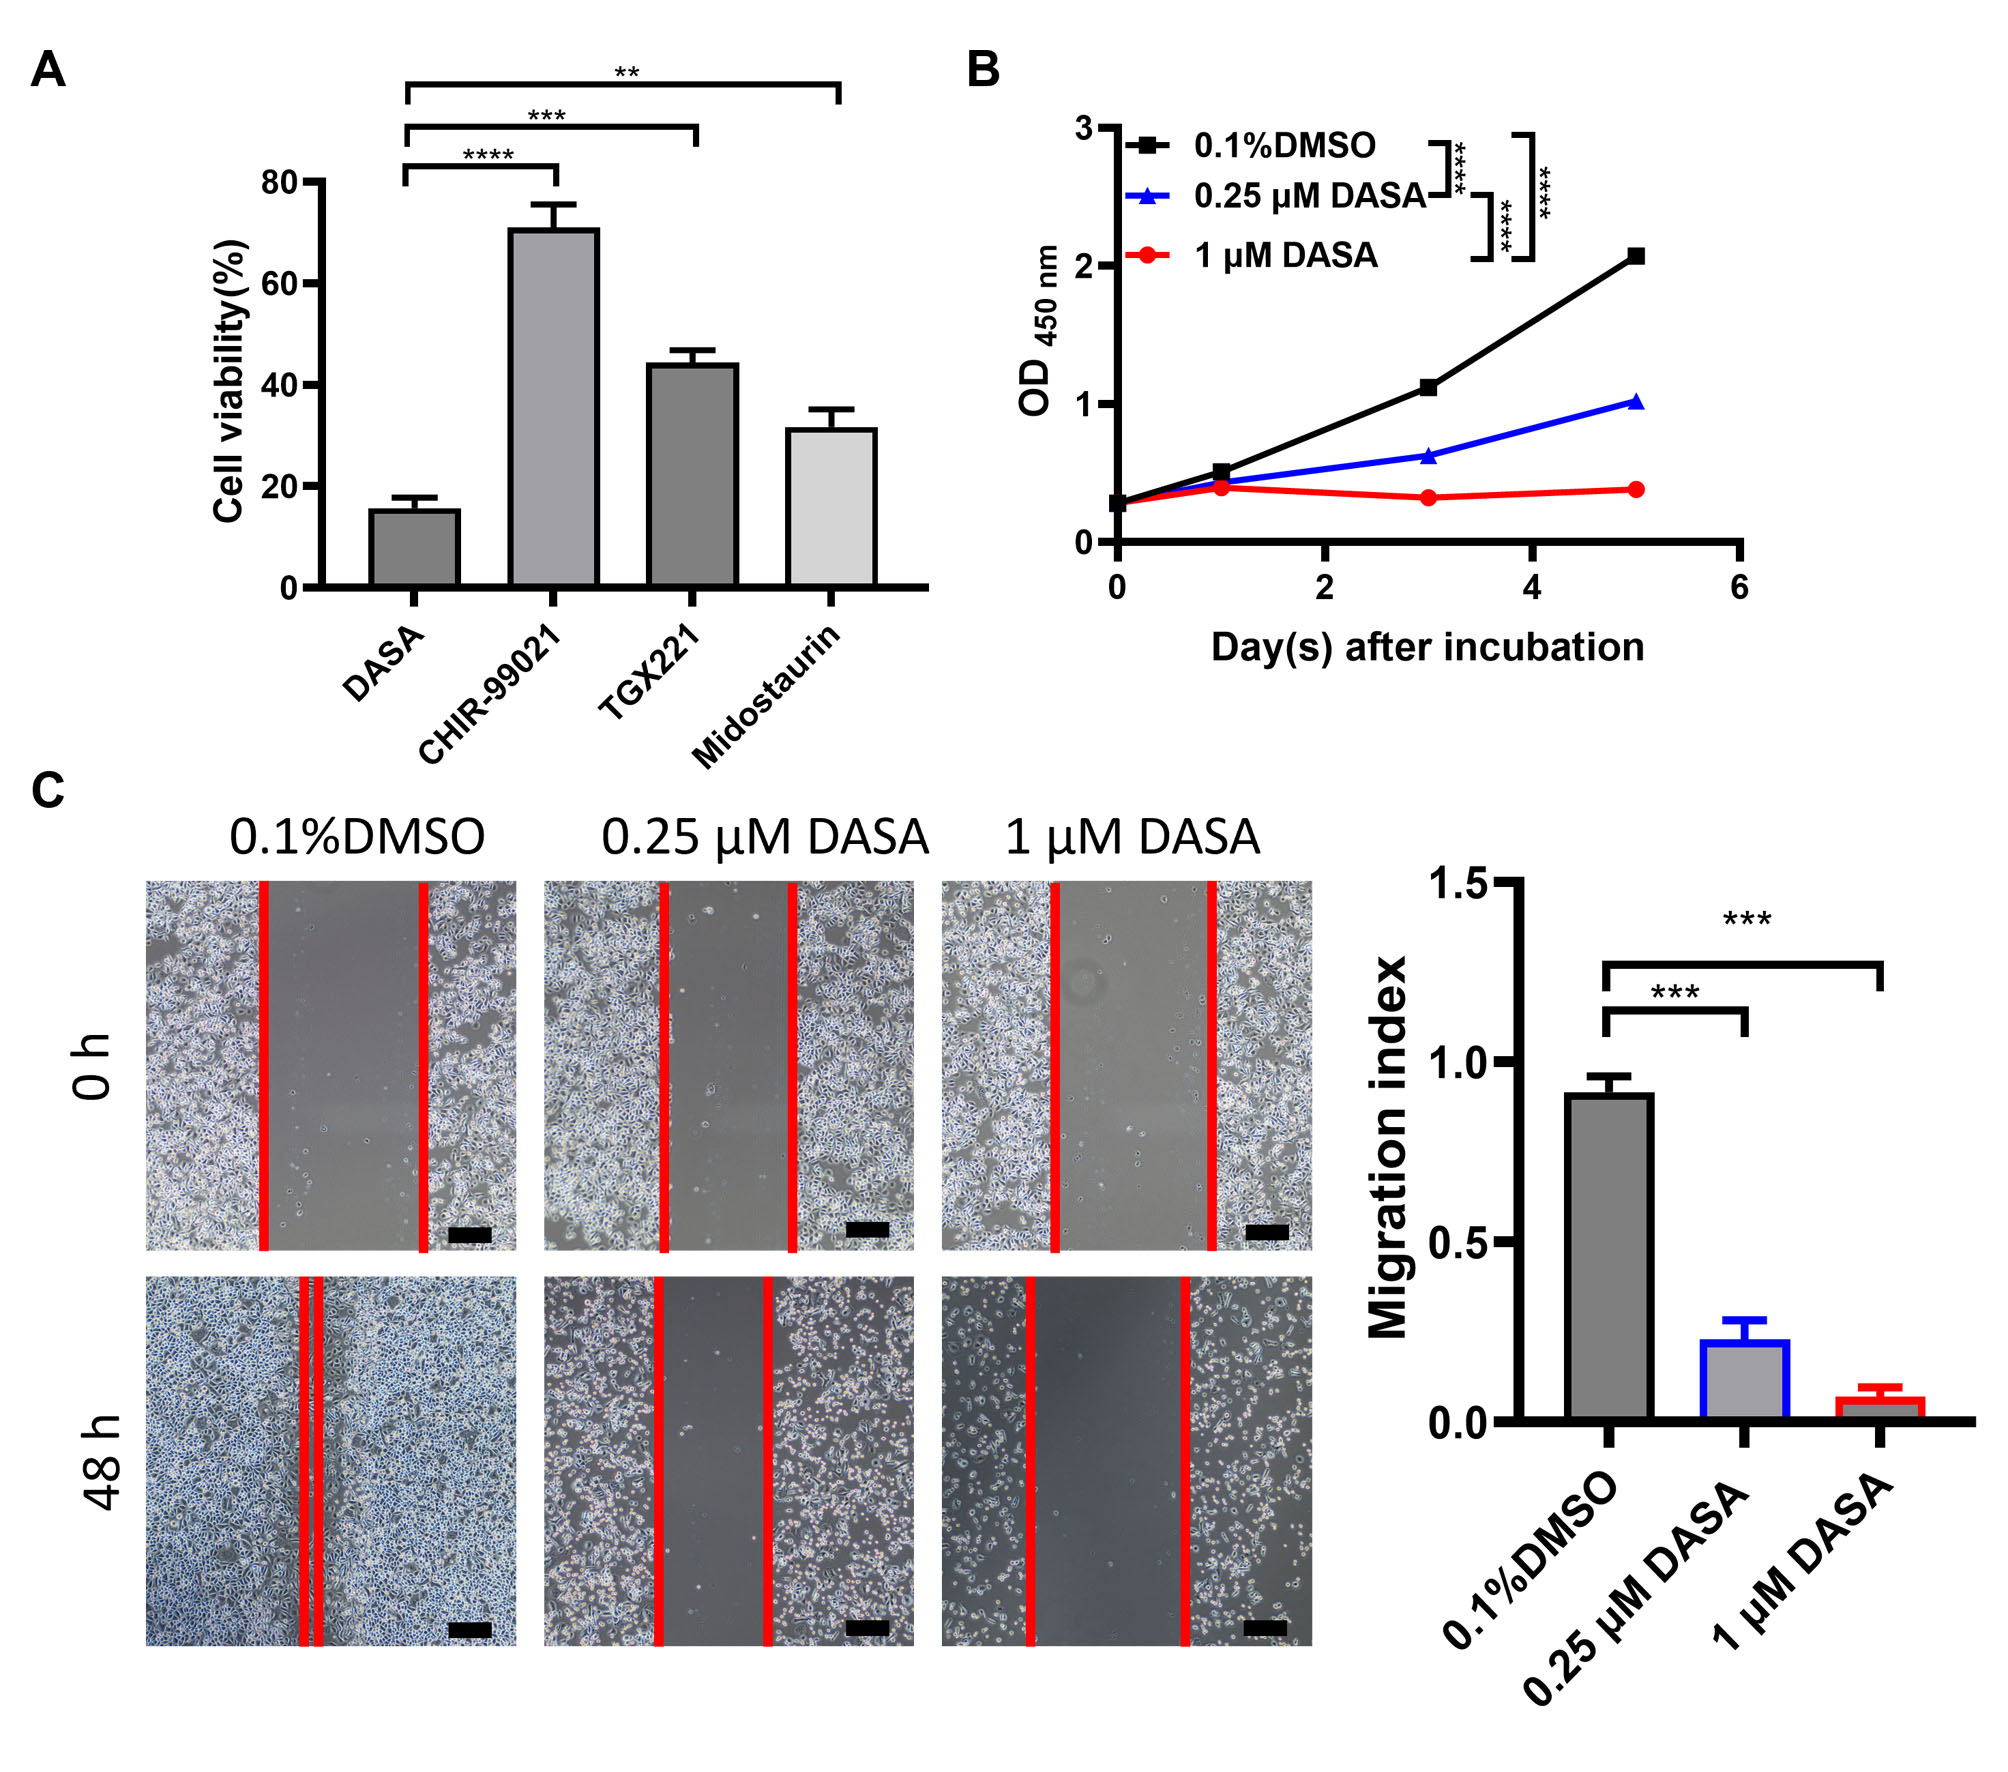

**Fig. S5 The effect of *Src* and its inhibitor Dasatinib on MTC-R in vivo.** (A) Western blotting revealed the expression of Src in MTC-R- *shNC* and -*shSrc* cell line. (B) The diffuse peritoneal metastatic lesions (red arrow) in MTC-R- *shNC* and -*shSrc* group. (C) The amount of metastatic foci in MTC-R- *shNC* and -*shSrc* group(n=5). (D) Schematic diagram of in vivo treatment with DASA in the MTC-R s.c. C57BL/6J mouse models. (E) Curves of tumour volume in the MTC-R s.c. C57BL/6J mouse models(n=5). (F) Gross images of tumours after tumour resection at the endpoint of the experiment in the MTC-R s.c. C57BL/6J mouse models. s.c., subcutaneous(ly). DASA: Dasatinib**.** The data are shown as the mean ± SEM. *: *P<0.05*, ***: *P<0.001.*

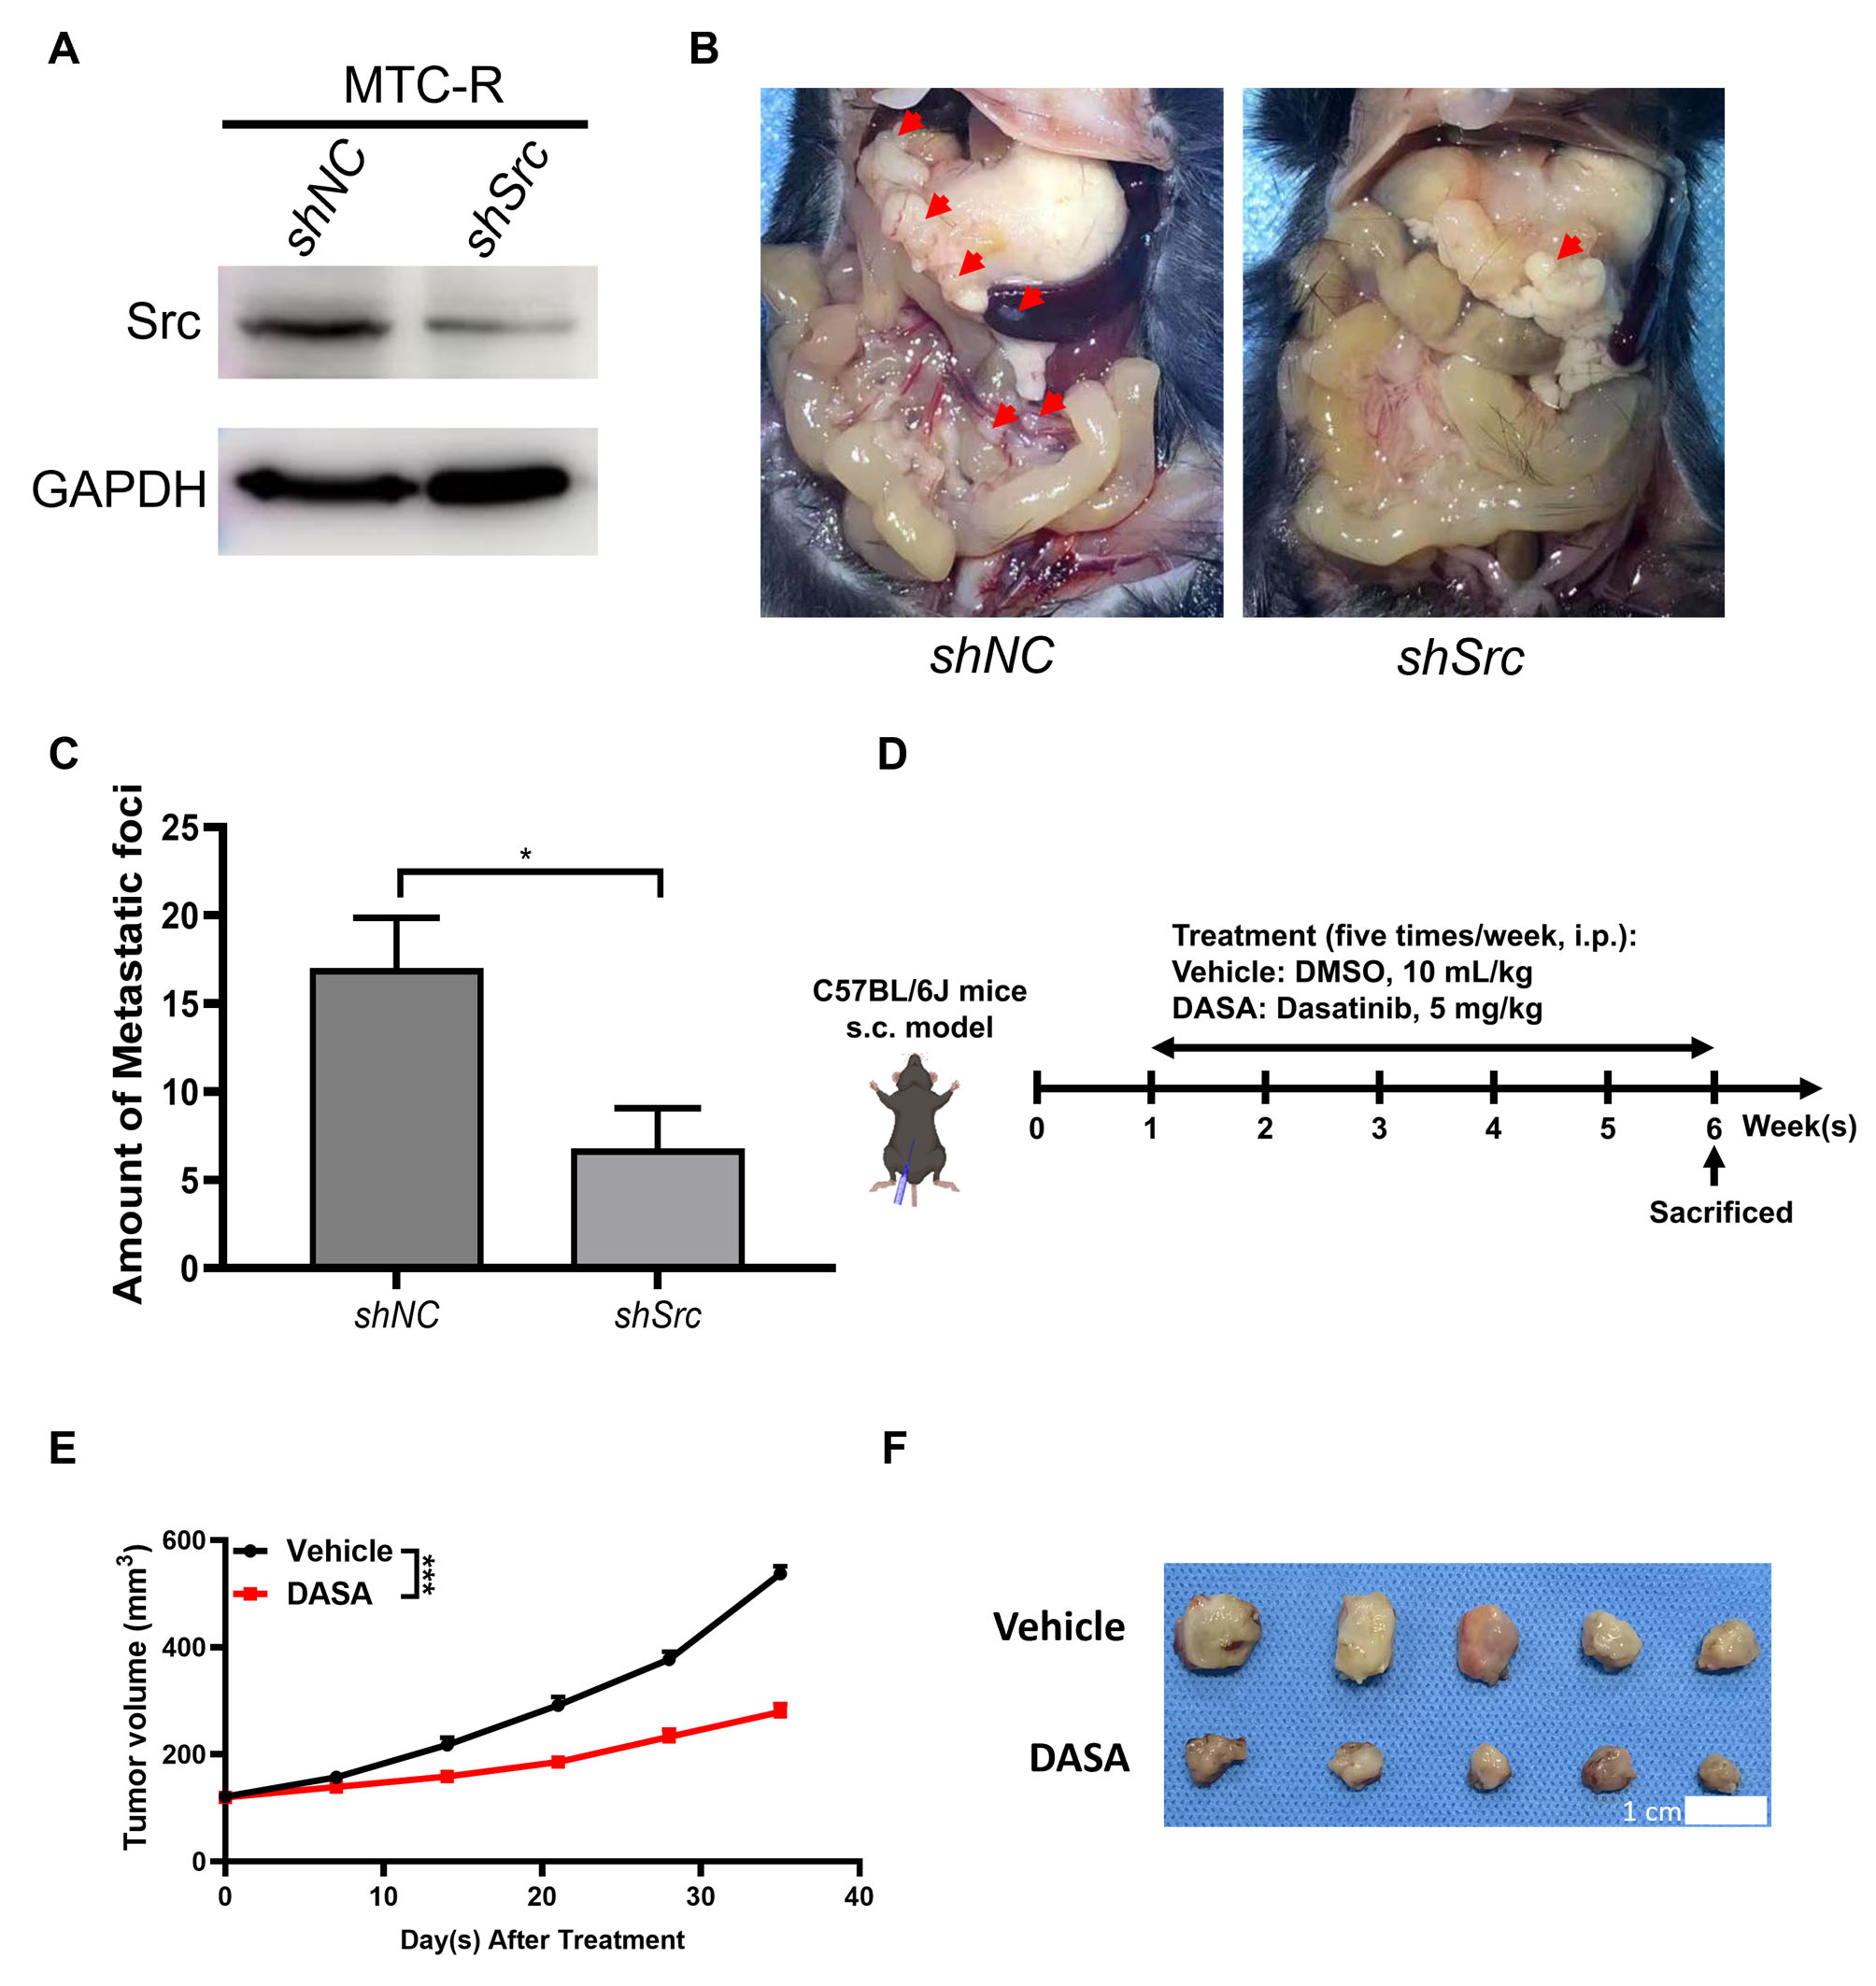

**Supplementary Tables**

**Table S1 The component of mouse gastric cancer organoids medium**

| Regents | Concentration | Manufacturer | Cat# |
| --- | --- | --- | --- |
| Advanced DMEM/F12 | 1 | Thermo | 12634010 |
| Penicillin/Streptomycin | 1× | NCM Biotech | C100C5 |
| GlutaMAX^TM^ Supplement | 1× | Thermo | 35050061 |
| HEPES | 1mM | Thermo | 15630080 |
| B-27 Supplement | 1× | Thermo | 12587001 |
| N-2 Supplement | 1× | Thermo | 17502048 |
| N-Acetyl-L-cysteine | 100nM | Sigma | A9165 |
| Nicotinamide | 400mM | Biogems | 9899208 |
| Wnt-3a | 100µg/ml | Peprotech | 315-20 |
| R-Spondin-1 | 1000µg/ml | Peprotech | 315-32 |
| Noggin | 100µg/ml | Peprotech | 250-38 |
| EGF | 50µg/ml | Peprotech | 315-09 |
| FGF-10 | 100µg/ml | Peprotech | 450-61 |
| Gastrin Ⅰ | 100µM | Peprotech | 1003377 |
| Thiazovivin | 5mM | Peprotech | 122718 |

**Table S2 The specific primers for *Cdh1***

| Primers | Sequence (5’-3’) |
| --- | --- |
| *Cdh1*-EXON3-F | AGGAGCGCCAGGCTTATAGA |
| *Cdh1*-EXON3-R | CTGAGAACCACTGTCGGAGG |

**Table S3 Genotyping results of STR and Amelogenin loci in MTC cells**

| Loci | Detected cell line STR information | | | | Cell bank STR information | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | MTC cell line | | | |  | | | |  |
|  | Allele1 | Allele2 | Allele3 | Allele4 | Allele1 | Allele2 | Allele3 | Allele4 |  |
| 4-2 | 238.55 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [20.3] |  |  |  |  |  |  |  |  |
| 5-5 | 344.65 | 348.66 | ND | ND | ND | ND | ND | ND |  |
|  | [16] | [17] |  |  |  |  |  |  |  |
| 6-4 | 296.79 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [17] |  |  |  |  |  |  |  |  |
| 6-7 | 347.29 | 355.4 | ND | ND | ND | ND | ND | ND |  |
|  | [15] | [17] |  |  |  |  |  |  |  |
| 9-2 | 234.15 | 238.23 | ND | ND | ND | ND | ND | ND |  |
|  | [18] | [19] |  |  |  |  |  |  |  |
| 12-1 | 230.55 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [17] |  |  |  |  |  |  |  |  |
| 15-3 | 201.16 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [22.3] |  |  |  |  |  |  |  |  |
| 18-3 | 152.81 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [16] |  |  |  |  |  |  |  |  |
| X-1 | 409.19 | ND | ND | ND | ND | ND | ND | ND |  |
|  | [27] |  |  |  |  |  |  |  |  |
| D4S2408 | ND | ND | ND | ND | ND | ND | ND | ND |  |
|  |  |  |  |  |  |  |  |  |  |

**ND: not detected.**

**Supplementary materials**

**RNA-seq data processing**

The concentration, quality and integrity of total RNA were determined using a NanoDrop spectrophotometer (Thermo Scientific). 3 μg of RNA were used as input material for the RNA sample preparations. Sequencing libraries were generated according to the following steps. Firstly, mRNA was purified by using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in an Illumina proprietary fragmentation buffer. First and second strand cDNA was synthesized using random oligonucleotides with Super Script II and DNA Polymerase I with RNase H, respectively. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities and the enzymes were removed. After adenylation of the 3′ ends of the DNA fragments, Illumina PE adapter oligonucleotides were ligated to prepare for hybridization. To select cDNA fragments of the preferred 400-500 bp in length, the library fragments were purified using the AMPure XP system (Beckman Coulter,Beverly, CA, USA). DNA fragments with ligated adaptor molecules on both ends were selectively enriched using Illumina PCR Primer Cocktail in a 15 cycle PCR reaction. Products were purified (AMPure XP system) and quantified using the Agilent high sensitivity DNA assay on a Bioanalyzer 2100 system (Agilent). The original data in FASTQ format (raw data) was generated from the sequencing platform. The fastp (0.22.0) was used to filter the raw date to get high quality sequence for further study. The reference genome and gene annotation files were downloaded from genome website. The filtered reads were mapping to the reference genome using HISAT2 (v2.1.0).

How the deposited data were processed for this re-analysis (not part of the article)

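RNA of the mouse gastric adenocarcinoma line MTC and of its PTX-resistant derivative MTC-R was measured in 3 libraries per line. The authors made poly-A selected libraries, filtered the reads with fastp 0.22.0, mapped them with HISAT2 2.1.0 and deposited raw read counts per gene for each library, not normalized and not pooled. The paper's text and supplement do not name the genome release, the annotation, the counting tool, the use of strand or the treatment of reads that map to several places. Counts of near-identical genes (such as Abcb1a and Abcb1b, or the Zscan4 and Usp17l families) and of overlapping genes are therefore uncertain. The series table and the 6 sample tables held the same values. The sample labels give a name other than the paper's to each line, MPC for MTC and MPC-PTX for MTC-R; the paper's Fig. 5C uses these names as well. The authors' own comparison used DESeq 1.38.3, with clusterProfiler 4.6.0 for pathways and GSEA 4.1.0.

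The total was 19349425, 19448643 and 21047477 counts in the MTC libraries and 23148182, 21907322 and 16574580 in the MTC-R libraries. A count of 0 in all libraries of a line was taken to allow 3 counts, and intervals of ratios with 1 to 3 counts on one side are exact binomial (Clopper-Pearson) intervals at 95%; both cover counting error only, since reads without molecular identifiers are not independent molecules.

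From the deposited counts, library sizes were scaled with TMM, genes were filtered with filterByExpr by line (minimum count 10), and 11795 genes were tested with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest, R 4.3.3). P-values were adjusted by the Benjamini-Hochberg method. A gene was called higher or lower by the rule of the paper's methods, an absolute log2 fold change above 1 and an unadjusted p below 0.05, and also with the adjusted p in that rule. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. CPM use the library size scaled by TMM, and log2 CPM were computed with a prior count of 2. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1, so tests rest on the model fitted across genes.

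The genes named in the text were set by a rule: every gene the paper names, Trp53, Cdh1 and Src; members of the lists below with an adjusted p below 0.05 and an absolute log2 fold change above 1; and the 8 genes with the largest and the 8 with the smallest log2 fold change among those with an adjusted p below 0.05, at least 5 CPM in the higher group and no overlap between the groups. Not every gene that meets the rule is reported here. The lists, this rule, the tests and the alternatives were fixed before the data were examined, except where the text says otherwise. KEGG's gene sets were not used here. Lists of members stood in for ECM-receptor interaction, ABC transporters, mannose type O-glycan biosynthesis and drug metabolism by other enzymes, and hypothesis lists held tubulins, epithelial, mesenchymal, p53 target and proliferation genes. Markers of fibroblasts, leukocytes and endothelial cells served to look for other cells. Lists were tested with camera (preset correlation 0.01), which sets a list against the other genes. Alternatives to it were camera's estimated correlation and fry, which tests a list's own genes without that comparison (limma 3.58.1). Over-representation among genes called higher was tested with Fisher's exact test. Enrichment was tested with fgsea 1.28.0 on the signal-to-noise ratio, with a floor on each SD in proportion to the size of the group's mean.

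Positions, transcript lengths and GC content came from GENCODE M21 (GRCm38), matched by Ensembl identifier, with a value for 11776 of the 11795 tested genes. The median log2 fold change of each of 20 chromosomes, and of the genes within 1 Mb of Abcb1a or Abcb1b, was set against 10000 random gene sets of the same size. Once these medians had been seen, the shift of a chromosome from the median of all genes was added to describe them, and only the 8 of 16 chromosomes with an adjusted p below 0.05 whose shift was beyond 0.1 are listed by name. Both choices came after the medians of chromosomes 3, 14 and 19 had been seen to change sign between settings.

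On simulated counts drawn from these libraries' means with 200 genes changed by a log2 fold change of 1.5, edgeR's test recovered 94.5% of the changed genes among 11690 genes run, and 6.9% of its calls were false. DESeq2 1.42.0, run on 11795 genes of the same simulation, recovered 96.5%, and 19.2% of its calls were false. The simulation gave a gene the same dispersion in both lines and drew genes independently. In the real libraries the biological coefficient of variation was 17.9% in MTC and 3.01% in MTC-R. The simulated rates therefore do not give the error rates of the real comparison.

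The alternatives were DESeq2 in place of edgeR, DESeq2's size factors or the library size alone in place of TMM, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, each library left out in turn, and glmTreat. One alternative was added after the data were seen, a correction of each library for GC content and transcript length with a loess fit (span 0.3). The bile secretion pathway that the paper names was not analysed here, and neither were the paper's drug response databases.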

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

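The tests of library size, of the transporter genes alone and of regulation of the whole region on chromosome 5, the shift of chromosome 8, and all tests of the early embryonic genes except the correction for GC content and length, were chosen only after the result was seen, and the correction itself was added after the data were seen.

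The paper does not discuss where its genes lie. The 41 tested genes that start in the first 20 Mb of chromosome 5 had a median log2 fold change of 1.17 in MTC-R, whereas 95% of random sets of 41 genes had medians between -0.08 and 0.17 (permutation p = 1e-04, the smallest that 10000 sets can give). Of these genes 39 were higher, 32 of them with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 2 were lower, and 1 of them, Cdk14, had an adjusted p below 0.05 in this test (log2 fold change -0.55, adjusted p = 0.0114). Each MTC-R library showed the shift, with median deviations from the MTC mean of 1.09, 1.24 and 1.09 on the log2 scale against -0.19, -0.11 and 0.33 in the MTC libraries. The median ranged from 1.05 to 1.31 over the 13 other settings. The stretch from 20 to 30 Mb had a median of 0.43 and that from 30 to 40 Mb one of 0.09. Several technical explanations were tested. Library size or normalization would move the other genes as well, but the region lay 1.12 above them. After the correction for GC content and transcript length the median was still 1.09. Regulation of the transporter genes alone is argued against by the other 38 genes, whose median without Abcb1a, Abcb1b and Abcb4 was 1.03. A gain of copies of the region is a candidate explanation. It predicts a rise at every expression level. The smaller of the medians of the genes in the lower and upper part of the expression range was 0.99, outside the range of random gene sets. With 39 of the 41 genes higher, both parts were nearly bound to rise, so this split adds little. Regulation of the whole region without a change of copies cannot be told apart from a gain, because RNA counts show both in the same way. The interquartile range was 0.84 within the region, against 0.47 among the other genes. This leaves room for gene-specific changes on top, such as Elapor2 with a log2 fold change of 4.22 and Cdk14 with -0.55. DNA was not analysed here.

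Chromosome 8 as a whole was also higher. The median log2 fold change of its 663 tested genes was 0.26 and lay 0.22 above that of all genes, a shift with a range of 0.20 to 0.26 over the other settings (permutation p = 1e-04, the smallest that 10000 random sets can give; adjusted over 20 chromosomes 2e-04). All 13 stretches of 10 Mb with at least 10 tested genes had a median above 0, from 0.17 to 0.44. The median after the correction for GC content and length was 0.28, which argues against that bias as the whole cause. A gain of the chromosome in part of the MTC-R cells is a hypothesis. Since MTC-R went through monoclonal selection, such a partial gain would have had to arise afterwards. The count of stretches alone does not mark a gain. Every stretch of chromosome 11 also had a median above 0, from 0.03 to 0.27, with a shift of only 0.05 for that chromosome. Genes of a chromosome are not independent of each other, and 16 of the 20 chromosomes had an adjusted p below 0.05 in this test, most of them with smaller shifts. Those beyond 0.1 in size, a limit set after the medians were seen, were chromosomes 4 (0.16), 8, 9 (-0.12), 10 (-0.22), 12 (-0.18), 13 (-0.20), 16 (-0.17) and 18 (0.14).

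Genes of the early mouse embryo that the paper does not mention were counted in MTC-R. A set of 24 genes known from the embryo's first cleavage stage (Zscan4, Usp17l, Tcstv and Tdpoz families, Zfp352, Duxf3 and relatives), put together after their values were seen, summed to 16.8 ± 0.151 CPM (SD, n = 3) in MTC-R and 1.88 ± 1.92 CPM (SD, n = 3) in MTC, a log2 ratio of 3.16. Much of the MTC sum came from 1 library, since MTC replicate 1 had 77 counts and the others 15 and 16; without it the log2 ratio was 4.45. In 21 of the 24 genes every MTC-R library was above every MTC library, whereas chance gives 5%, but the genes were chosen for this. Reads could be split between copies, but the Zscan4 family as a sum was higher too, with a log2 ratio of 3.18, which was 3.98 without MTC replicate 1. The higher members lie on 4 chromosomes, which argues against the gain of one region. Embryonic stem cells in the MTC-R cultures would bring their abundant transcripts, but Pou5f1, Dppa5a, Dppa3, Utf1, Zfp42 and Tdgf1 had 0 counts in the MTC-R libraries. Esrrb, a 7th gene of the list written for this test, was left out of it after its counts were seen, which were 7 in MTC-R and 12 in MTC and so not higher in MTC-R. The 11 tested members had a median log2 fold change of 3.53 after the correction for GC content and length. A hypothesis that remains is that a few MTC-R cells, or all of them weakly, express this programme; counts of whole cultures cannot separate these.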

How the results depend on the processing

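The correction for GC content and transcript length was chosen only after the data were seen; the other alternatives were set before. Of 490 comparisons between a result and an alternative, 443 kept their direction and side of the threshold, 34 became weaker, 6 stronger and 7 reversed. Among the 70 single genes chosen by the rule for named genes, 852 of 884 values did so, 31 became weaker and 1 reversed, Cdh1, with a log2 fold change of 0.0243 with the library size only.

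Numbers of called genes. Requiring at least 10 counts in every sample, which left 11109 genes, gave 246 higher and 338 lower genes by the rule of the methods (445 and 512 before) and 242 higher with the adjusted p (417 before). Without a filter, 649 genes were higher and 691 lower by the rule of the methods. With glmTreat and the adjusted p, 138 were higher and 255 lower (495 before). Across the 6 fits that each left out one library, 445 to 642 genes were higher and 516 to 566 lower by the rule of the methods, and 337 to 617 and 454 to 541 with the adjusted p. MTC replicate 3 had the largest part in this. Without it 6247 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 3509 with all libraries and 1904 to 1940 without any one MTC-R library, and higher genes made up 53.9% of the calls by the rule of the methods against 46.5%. With the correction for GC content and length, 5170 genes had such a p. The other scalings kept the share of higher calls between 44.0% and 49.3%. The 4 called ECM genes became 3 to 6 in the fits without one library.

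Set tests. In fry the p-value was 0.0337 for the ECM-receptor, 0.0042 for the ABC transporter, 0.00068 for the mannose type O-glycan and 0.000504 for the proliferation list. None of these lists had a p below 0.05 in camera. Fry does not set a list against the other genes as camera does, so the 2 tests answer different questions. The drug metabolism list, with p = 0.0469 in camera, had 0.372 with an estimated correlation, 0.0534 with DESeq2's size factors, 0.0952 without a filter, 0.0946 with the correction for GC content and length, and 0.00536 to 0.132 with one library left out. Over-representation (Fisher's exact test) of the ABC transporter list had p = 0.0912 with at least 10 counts in every sample and 0.00101 to 0.0550 with one library left out. For the mannose type O-glycan list it was 0.122 with DESeq2's size factors, 0.0566 without a filter, 0.132 with the correction and 0.0239 to 0.174 with one library left out. For the drug metabolism list it was 0.0967 with DESeq2's size factors, 0.627 with at least 10 counts in every sample, which left 1 of its called genes, and 0.00710 to 0.296 with one library left out. These lists rest on few called genes, so 1 gene moves the p-value. In camera 2 lists without a p below 0.05 changed direction with at least 10 counts in every sample, the tubulins to higher (p-value 0.814) and the ABC transporters to lower (0.812). The tubulins also did so without MTC replicate 1 (0.601), and had 0.149 to 0.713 with one library left out. The enrichment score of the ECM-receptor list was 1.45 without a filter, past the threshold, and 1.33 to 1.52 with one library left out, past it without MTC-R replicate 1. Apart from the fewer genes tested or called, the cause was not tested.

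Chromosomes. The other 4 reversals are of chromosome medians close to 0. With the library size only, the median log2 fold change of chromosomes 3, 14 and 19 was 0.0247, 0.0189 and 0.0254, against -0.0136, -0.0197 and -0.0136 with TMM, and that of chromosome 19 was from -0.0994 to 0.0238 with one library left out. These medians move with the normalization, which shifts all genes alike; for this reason the text gives shifts from the median of all genes, a choice made after the reversals were seen, as was the limit of 0.1 that leaves these chromosomes unnamed. Chromosome 1, with 0.0792, had 0.0652 without a filter and 0.0296 with the correction, where its adjusted p was no longer below 0.05, and chromosome 19 had -0.00973 with the correction. With one library left out, chromosome 1 had 0.0506 to 0.0777, chromosome 3 had -0.0515 to -0.0131, chromosome 7 had 0.0164 to 0.122 and chromosome X had -0.0731 to -0.0366.

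The replicate numbers do not pair the samples. Deviations of same-numbered libraries from their group means correlated across genes with r of 0.15, -0.02 and 0.17. With the replicate number as a block, 467 genes were higher and 510 lower by the rule of the methods, and no call on a list changed.

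Depth limits the genes with few counts. Col1a2, Col6a2, Itga11 and Itgb7, with 17 counts at most, were tested only where the filter was dropped or let them pass. Without a filter their unadjusted p-values were 0.317, 0.177, 0.397 and 0.147 in edgeR's quasi-likelihood test.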

Differences from the paper's values

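None of the values that the paper states for these data differed from the value computed here by more than 1.5 times. The paper reports 526 upregulated and 629 downregulated genes, where edgeR's test called 445 and 512; DESeq2, set as an alternative before the data were examined, called 522 and 637. The paper's normalized enrichment score of 1.322 and P of 0.045 stand beside 1.39 and 0.0627.

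Some statements of the paper differ from the results here. The paper gives all 17 ECM genes of its text as significantly upregulated. Over the whole list, 10 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col2a1, Itga10 and Itgb8 did not, with log2 fold changes of 0.33, 0.44 and 0.86, and Col1a2, Col6a2, Itga11 and Itgb7 did not pass the filter on low counts. Without MTC-R replicate 1, Itgb8 and Col1a2 passed the rule of the methods with log2 fold changes of 1.08 and 1.08 and unadjusted p-values of 0.0452 and 0.0486; no setting called the other genes, DESeq2 included. The paper gives the ECM-receptor pathway as significantly upregulated in its enrichment analysis across all genes, where p was 0.0627; it was 0.0284 when every gene with at least 1 count was ranked and 0.0215 without MTC-R replicate 1. Under the 11 other alternatives it was above 0.05, from 0.0513 without MTC-R replicate 2 to 0.132 on linear normalized counts of every gene with at least 1 count, with 0.103 for the signed square root of F and 0.102 with the correction for GC content and length, which was chosen after seeing the values. The paper gives drug metabolism as enriched in MTC-R. Genes of the list were over-represented among the higher genes here too (p = 0.0365), while 8 genes of the list were higher and 13 lower, and the list as a set leaned lower (0.0469 in camera, 0.141 after adjustment over 9 lists and 0.000306 to 0.372 over the alternatives).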

Other observations

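The tests on the MTC libraries, on fibroblast markers, on GC content and length, normal stomach cells, chromosomes and wider gene loss for the differentiation genes, on library size for chromosome 4 and on the tubulin, epithelial, mesenchymal, p53 target and proliferation lists were chosen only after the result was seen, and the correction for GC content and length was added after the data were seen.

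Other splits of the samples. The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits cannot fall under 0.1. Each of the other 9 splits puts libraries of both lines in both groups, in unequal numbers. Such a split keeps part of the difference between the lines and widens the spread within groups. Few called genes there are therefore no measure of what chance gives. Only the real split, 1 of the 10, gave as many as 957 genes by the rule of the methods; the other 9 gave 3 to 35. With the adjusted p, 912 genes were called in the real split, again 1 of 10, and 0 in the others. The 4 ECM genes called higher were also reached in 1 of 10 splits. For the enrichment score of the ECM-receptor list, 2 of the 10 splits gave a score as large in size. In the set tests, p-values as small came from 1 of 10 splits for the ECM-receptor, ABC transporter, epithelial, mesenchymal and proliferation lists, 3 for the mannose type O-glycan list, 4 for the drug metabolism list, 8 for the tubulins and 7 for the p53 targets. Small camera p-values also came from splits that mix the lines. In the other 9 splits they ranged from 0.000325 to 0.00831 for the epithelial list and from 0.000283 to 0.119 for the mesenchymal list. Part of the difference between the lines remains in these splits, so they cannot show what camera p chance alone would give. For the drug metabolism list they ranged from 0.0029 to 0.982. Some mixed splits thus gave this list a smaller p than the real split, so its small camera p alone says little.

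The spread between the 3 MTC libraries followed GC content. Across genes, which are not independent, the log2 ratio of MTC replicate 3 to replicate 1 had a Spearman's rho of -0.63 with GC content. In the tenth of genes with the lowest GC content the median log2 ratio was 0.63 and in the tenth with the highest -0.28. A GC or length bias of library preparation is a candidate explanation. A difference in proliferation stays open. The median log2 ratio of the proliferation list, -0.0543, lay within the range of random lists matched on expression (-0.25 to 0.12), but its members went both ways, 7 above 0 and 11 below, with Mki67 at 2.09, so the median decides nothing. A mislabelled sample is argued against, since MTC replicate 3 had a correlation of at most 0.95 with an MTC-R library and of up to 0.99 with another MTC library. A biological difference between the MTC cultures was not tested otherwise.

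The first 20 Mb of chromosome 4 were lower in MTC-R. Their 41 tested genes had a median log2 fold change of -0.76, with a range of -0.82 to -0.65 over the 13 other settings, and 38 of them were lower. The difference from all other genes was -0.81, so a shift of normalization would not give it, and the median was -0.82 after the correction for GC content and length. A loss of copies may explain it. The median nearer to 0 of the lower and upper part of the expression range was -0.72, outside the range of random gene sets. With 38 of the 41 genes lower, both parts were nearly bound to fall, so this split adds little. RNA counts alone cannot separate a loss from regulation of the region. Car8, Cdh17 and the epithelial splicing factor gene Esrp1 lie there.

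Several genes of gastric and intestinal differentiation fell in MTC-R. Besides the 8 genes that fell most, among them Ctse, Anxa10 and Vil1, the transcription factor gene Hnf4a went from 65.6 ± 14.2 CPM (SD, n = 3) to 0.944 ± 0.0845 CPM (SD, n = 3), a log2 fold change of -6.11; it was chosen after its values were seen. Normal stomach cells in the MTC cultures would bring abundant transcripts such as Gkn1, Tff1 and Pgc, but 9 such genes summed to 0.203 CPM in MTC. A list of 15 other gastric and intestinal genes, written after the data were seen, was lower as a set (p = 5.4e-10 in camera, 0.0298 with an estimated correlation), with 10 of 14 tested genes lower and 1, Sox2, higher at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change of this list after the correction for GC content and length was -0.96, against -0.19 to 0.22 for random gene sets, and its lower genes lie on 8 chromosomes, which argues against that bias and against the loss of one region. A wider loss of differentiation in MTC-R remains a hypothesis. The list is not an independent test of it, because its genes were chosen with the data in view. Other splits of the samples were not run for this list.

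Other cell types were weighed as a source of the ECM genes. The summed CPM of the markers in MTC-R minus that in MTC was -1.33 for 9 fibroblast markers, -1.87 for 8 leukocyte markers without Cd14 and -0.543 for 7 endothelial markers. Col1a1 and Pdgfra made up most of the fibroblast sum, Cd68 of the leukocyte sum and Kdr of the endothelial sum, whereas Col3a1, Ptprc, Lyz2, Pecam1 and Cdh5 stayed under 0.5 CPM in every library. Dcn did so in 5 libraries and was at 0.951 CPM (16 counts) in MTC-R replicate 3. Col1a1, which is also in the ECM-receptor list, fell from 5.78 ± 0.330 to 3.31 ± 0.144 CPM (SD, n = 3 each). Pdgfra went the other way, from 3.58 ± 0.436 to 4.59 ± 0.315 CPM (SD, n = 3 each). The fibroblast sum therefore does not settle whether fibroblasts contributed, because its main markers moved in opposite directions. Cd14, left out because the MTC cells express it, was at 318 ± 21.2 CPM in MTC and 262 ± 3.44 CPM in MTC-R (SD, n = 3 each). After the correction for GC content and length, 10 of the 17 ECM genes were higher with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as many as before it.

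Of 5 hypothesis lists, 2 had a camera p below 0.05, which held under fry and with an estimated correlation. The epithelial list was lower (p = 9.1e-09 in camera, 0.00765 with an estimated correlation), with 10 of 15 genes lower and 0 higher, among them Krt8 (log2 fold change -1.02) and Cldn4 (-1.13), while Cdh1 had no adjusted p below 0.05. The mesenchymal list was higher (p = 1.06e-06 in camera, 0.0076 with an estimated correlation), but only 5 of its 14 genes had enough counts to be tested. Vim rose from 0.454 ± 0.118 to 3.98 ± 0.137 CPM (SD, n = 3 each), and Zeb2, Sparc and Zeb1 had log2 fold changes of 2.79, 1.21 and 1.04. The paper shows MTC-R cells with a spindle shape (Fig. S1E). For the tubulin, p53 target and proliferation lists the camera p-values were 0.416, 0.566 and 0.137, which leaves open whether they changed as sets. The proliferation list had a p-value of 0.000504 in fry, with 6 of 18 genes lower and 0 higher at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the tubulins, Tubb3 (log2 fold change 2.94) rose and Tuba8 (-3.43) fell.

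Src, the target of dasatinib that the paper tests in other experiments, was at 217 ± 15.8 CPM (SD, n = 3) in MTC and 165 ± 2.51 CPM (SD, n = 3) in MTC-R, a log2 fold change of -0.39 (standard error 0.07, adjusted p = 0.00533 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).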
